# Graded gene expression changes determine phenotype severity in mouse models of *CRX*-associated retinopathies

**DOI:** 10.1186/s13059-015-0732-z

**Published:** 2015-09-01

**Authors:** Philip A. Ruzycki, Nicholas M. Tran, Vladimir J. Kefalov, Alexander V. Kolesnikov, Shiming Chen

## Abstract

**Background:**

Mutations in the cone-rod-homeobox protein CRX are typically associated with dominant blinding retinopathies with variable age of onset and severity. Five well-characterized mouse models carrying different *Crx* mutations show a wide range of disease phenotypes. To determine if the phenotype variability correlates with distinct changes in CRX target gene expression, we perform RNA-seq analyses on three of these models and compare the results with published data.

**Results:**

Despite dramatic phenotypic differences between the three models tested, graded expression changes in shared sets of genes are detected. Phenotype severity correlates with the down-regulation of genes encoding key rod and cone phototransduction proteins. Interestingly, in increasingly severe mouse models, the transcription of many rod-enriched genes decreases decrementally, whereas that of cone-enriched genes increases incrementally. Unlike down-regulated genes, which show a high degree of CRX binding and dynamic epigenetic profiles in normal retinas, the up-regulated cone-enriched genes do not correlate with direct activity of CRX, but instead likely reflect a change in rod cell-fate integrity. Furthermore, these analyses describe the impact of minor gene expression changes on the phenotype, as two mutants showed marginally distinguishable expression patterns but huge phenotypic differences, including distinct mechanisms of retinal degeneration.

**Conclusions:**

Our results implicate a threshold effect of gene expression level on photoreceptor function and survival, highlight the importance of CRX in photoreceptor subtype development and maintenance, and provide a molecular basis for phenotype variability in *CRX*-associated retinopathies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0732-z) contains supplementary material, which is available to authorized users.

## Background

Rod and cone photoreceptors are the two primary light detecting cell types of the retina and are essential for vision. Each cell type preferentially expresses a set of genes critical for development and maintenance of its specialized function. This cell type-specific gene expression is regulated by a network of transcription factors (reviewed in [1, 2]). Disruptions in this regulatory network can have a dramatic effect on rod [3–6] and cone [7, 8] development, function, cell-fate integrity and survival. The homeodomain transcription factor CRX (Cone-rod homeobox protein) is expressed in both rods and cones and plays a central role in mediating photoreceptor transcription. CRX works with rod-specific, cone-specific and general transcription factors to control photoreceptor gene expression [9–14]. In particular, CRX and the rod-specific transcription factor NRL (Neural retina leucine zipper protein) cooperatively regulate rod gene transcription and have highly overlapping DNA-binding patterns [15–17]. Loss of CRX dramatically impairs both rod and cone photoreceptor gene transcription, leading to failed photoreceptor maturation and rapid degeneration [18], while the loss of NRL converts rods into cells with cone-like transcription and functional properties [3, 16].

Mutations in the human *CRX* gene have been associated with dominant forms of retinal degenerative diseases such as retinitis pigmentosa, cone-rod dystrophy (CoRD) and Leber congenital amaurosis (LCA), with varied age of onset and severity (reviewed in [14, 19, 20]). Disease-causing mutations fall into at least four classes, based on mutation type, pathogenic mechanism and molecular properties of the mutant protein: I) hypomorphic substitution mutations with reduced DNA-binding activity; II) antimorphic substitution mutations with variable DNA-binding; III) antimorphic frameshift mutations with intact DNA-binding; and IV) antimorphic frameshift mutations with variable DNA-binding (reviewed in [14]). While each class of disease-causing mutation is associated with distinct clinical phenotypes, the underlying transcriptional changes mediating these phenotypes are poorly understood.

In this study, we used mRNA sequencing (RNA-seq) to examine gene expression in the developing and adult retinas of three *Crx* mutation knock-in mouse models that have distinct retinal phenotypes [21]: *Crx*^*R90W*^ (*R90W*), *Crx*^*E168d2*^ (*E168d2*) and *Crx*^*E168d2neo*^ (*E168d2neo*) (Fig. 1, Table 1)*.* The *R90W* mice carry a class I mutation and their phenotypes resemble mild late-onset dominant CoRD and recessive LCA. *E168d2* and *E168d2neo* mice carry the same class III mutation but *E168d2neo* mice express the mutant protein at a lower level, due to the retention of an intronic *neomycin* cassette. *E168d2* mouse phenotypes resemble severe dominant LCA, while *E168d2neo* mouse phenotypes resemble a less severe dominant CoRD phenotype, due to reduced mutant protein expression. We assessed how each *Crx* mutation impacted the expression of retinal cell type-specific genes and investigated cellular pathways that may contribute to disease. We correlated these transcriptional changes with the direct DNA-binding activity of CRX [15] and NRL [17] and the epigenetic landscape of rods and cones [22, 23]. Additionally, we compared the expression profiles of these *Crx* knock-in mice to the previously characterized *Crx−/−* and *Crx*^*Rip*^ (*Rip*) mouse models. *Rip* mice carry a class IV mutation and have a more severe dominant LCA phenotype than *E168d2* mice [24]. Our results demonstrate that all five mouse models have graded changes in photoreceptor-specific gene expression that correlate with the severity of their phenotypes. These graded changes include reduced expression of direct CRX target genes required for rod/cone photoreceptor function and survival, and derepression of ‘cone’ genes in rods through an indirect mechanism, suggesting that rod cell-fate integrity is compromised in the more severe models.

**Fig. 1:**
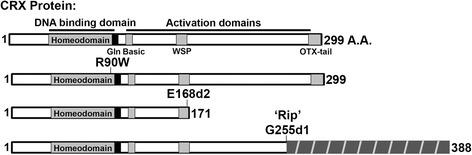
Schematic diagram of wild-type (WT) and mutant CRX proteins made by the indicated mouse models. The WT CRX protein shown on the top is 299 amino acids (*A.A.*) in length and contains the indicated DNA-binding and transactivation domains (indicated by *bars* above diagram) and several conserved motifs (marked by *solid grey* and *black boxes*). The substitution mutation *R90W* lies within the homeodomain and reduces DNA-binding [21]. The frameshift mutation *E168d2* results in a C-terminus truncated CRX protein that retains DNA-binding capability but fails to activate transcription, and is, therefore, antimorphic [21]. The frameshift mutation *G255d1* ‘*Rip*’ results in a non-homologous C-terminal extension (*dark grey hashed box*), creating an antimorphic protein that no longer binds DNA [24]. The phenotypes of heterozygous mice carrying each of these mutations are summarized in Table 1

**Table 1:** Phenotype summary of heterozygous *Crx* mutant mice

Mouse^a^	Mutation class^b^	CRX expression^c^	Rod		Cone		Disease model	Phenotype severity^e^
			Function^d^	Degeneration	Function^d^	Degeneration		
WT	NA	+	++++	Undetectable	++++	Undetectable	NA	NA
*R90W*	I	+	++++	Undetectable	++++	Undetectable	CoRD	Mild
*E168d2neo*	III	+	+++	Undetectable	++	≥1 year	CoRD	Moderate
*E168d2*	III	++	++	1–6 months	+	1 month	LCA	Severe
*Rip*	IV	+	-	1–18 months	-	Undetectable	LCA	Very severe

^a^ Heterozygous mice harboring the indicated *Crx* mutations [21, 24] are used for phenotype comparisons

^b^ Classification described by [14]

^c^ Grading based on quantitative western blots [21]. Note a twofold increase in *E168d2* but normal level in others

^d^ Grading based on reduction of electroretinography (ERG) peak amplitudes [21]. Dashes indicate undetected ERG signals

^e^ Severity based on combined morphological and functional deficits

WT *C57BL/6 J* wild-type control, *NA* not applicable

Lastly, we identified threshold effects of gene expression changes on retinal phenotype. Despite having only small differences in gene expression changes, heterozygous *E168d2* and *E168d2neo* mice showed drastically different phenotypes, including light-independent versus light-dependent photoreceptor degeneration, respectively. These phenotypic and mechanistic differences between the two models are likely attributed to slight shifts in gene expression throughout several photoreceptor-specific pathways, particularly phototransduction and the retinoid (visual) cycle. This highlights the delicate balance between photoreceptor gene transcription, function and cellular integrity. These results demonstrate that the transcriptional landscape in models of retinal degeneration can dramatically affect disease pathology. Effective therapeutic design may therefore be highly context specific.

## Results

### *Crx* mutations cause graded expression changes in shared gene sets, correlating with phenotype severity

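RNA-seq was used to compare whole retinas of 10 groups of mice with 3 libraries each, 30 libraries in all, and the paper states that each was pooled from 4 retinas of a male and a female mouse. The authors aligned the reads to the mm9 genome with TopHat2, counted reads on genes with HTSeq, and deposited CPM, reads on a gene scaled to the library's total on genes, for 12573 genes. Reads counted on genes are estimates here: the smallest CPM value of a library was taken as 1 read, or as 2 or 3 reads in 3 libraries. With that step, all values under 1000 reads came out as whole reads within 0.1 read. In M reads, the P10 libraries held 13.9 to 17.1 (median 16) in WT, 16.6 to 20.3 (median 18.2) in *R90W/+*, 19.3 to 24.2 (median 21.9) in *E168d2neo/+*, 15.9 to 21.1 (median 18.7) in *E168d2/+*, 18.8 to 26.2 (median 19.4) in *R90W/W* and 17.4 to 22 (median 18.4) in *E168d2/d2*. At P21 the same measure was 20 to 23.4 (median 22.3) in WT, 18.8 to 23.7 (median 19.5) in *R90W/+*, 20.7 to 26 (median 25.3) in *E168d2neo/+* and 18.3 to 20 (median 19.4) in *E168d2/+*. The paper lists the mapped reads of each library, and in M reads these were 28.2 to 33.7 (median 31.5) in WT, 30.4 to 37.2 (median 34.2) in *R90W/+*, 35.5 to 45.5 (median 41.1) in *E168d2neo/+*, 30.2 to 40.5 (median 34.1) in *E168d2/+*, 34.8 to 47.5 (median 35.7) in *R90W/W* and 33.5 to 41.6 (median 34.5) in *E168d2/d2* at P10. The P21 libraries had 36.6 to 43.2 (median 40.4) in WT, 32.9 to 42 (median 34.7) in *R90W/+*, 38.2 to 46.6 (median 44.6) in *E168d2neo/+* and 33.5 to 36.4 (median 34.3) in *E168d2/+*. The authors tested the counts with edgeR. Here the deposited CPM were taken as log2(CPM + 0.1) and tested with limma in a separate fit of each mutant group and WT of the same age, with a variance trend over expression. A gene entered a comparison if it reached 5 CPM in all 3 libraries of either group, and it was called changed at a false discovery rate (FDR) of 0.05 or less together with a fold change of at least 2. CPM carry no further scaling between libraries, so a group in which very abundant transcripts fall shows slightly higher values for the other genes: the median log2 ratio to WT of all tested genes was 0.097 in *E168d2/d2* at P10. The paper states that P21 WT mice were littermates of the mutants and does not say so of P10 WT mice, so whether their source changed with age is not known. The value added before taking logarithms, the CPM filter, the scaling between libraries and the number of groups in a fit can each change the numbers, and each was varied.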

To assess the effects of *Crx* mutations on retinal gene expression we performed RNA-seq on retinas of the *Crx* mutant mouse models *R90W*, *E168d2* and *E168d2neo*, and age-matched wild-type (WT) controls, in triplicate. 

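*R90W/+*, *E168d2neo/+* and *E168d2/+* retinas were each compared with WT at P10 and at P21, and *R90W/W* and *E168d2/d2* retinas at P10. The genes that passed the CPM filter numbered 12171 for *E168d2/d2*, 12077 for *R90W/W*, 12049 for *E168d2/+*, 12015 for *E168d2neo/+* and 11995 for *R90W/+* at P10. At P21 they numbered 11936 for *E168d2/+*, 11912 for *E168d2neo/+* and 11856 for *R90W/+*. All mutant groups of an age were set against the same 3 WT libraries, so a deviation of those libraries enters each comparison of that age.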

As listed in Table 2, we analyzed heterozygous mutants at both postnatal day (P)10 and P21, but homozygous mutants at P10 only, as their retinas are severely degenerated at later ages. Because they lack WT CRX to antagonize the antimorphic mutant CRX protein, homozygous *E168d2* and *E168d2neo* mice show essentially the same severe phenotype at morphological, functional and gene expression levels [21] (Table S1a in Additional file 1). Thus, we only performed RNA-seq on *E168d2/d2* to provide a reference for an extremely severe phenotype. 

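Of the mapped reads of a library, 49.4% to 57.0% were counted on genes. The filter of 5 CPM stood for 69.5 reads in the library with the fewest reads on genes and for 131 reads in the library with the most. A listed value of 0 leaves room for up to 3 reads, which is 0.216 CPM in the smallest library and 0.114 CPM in the largest. That bound covers counting error alone and not the variation between mice. These shares and read numbers rest on the estimated CPM of a single read. The listed genes added up to 985370 to 992686 CPM per library.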

RNA-seq libraries were sequenced on the Illumina HiSeq2000 and each generated more than 28 million mapped reads (Additional file 2). 

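Principal component analysis was run on log2 values centred by gene, with the 12280 genes that reached 5 CPM in all 3 libraries of at least one P10 group. At P10, components 1 and 2 held 59.4% and 11.5% of the variance, 70.9% together. The P21 libraries gave 12052 genes, with 40.3% and 28.5% on those components and 68.7% together. Run on CPM without logarithms, a setting chosen after these values had been seen, component 1 held 60.5% at P21.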

Sample quality was assessed by principal component analysis (PCA) of the expression values of all genes that passed the 5 counts per million (CPM) threshold in any genotype (Additional file 3), and by visual inspection of mapped reads at individual gene loci using Integrated Genomics Viewer (IGV) [25] (Figure S2a, b in Additional file 4). PCA plots (Additional file 3) show that the genotypes clustered as expected with the *E168d2/d2* samples showing the most variation from WT controls at both ages tested. 

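On the plane of components 1 and 2 at P10, the *E168d2/d2* libraries lay 69.2 ± 1.38 (mean ± SD, n = 3, in units of component scores) from the WT mean, with a range of 68.2 to 70.7. The WT libraries lay 1.04 ± 0.44 from their own mean.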

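At P10 the distance from the WT mean on the plane of both components was 24.3 ± 0.41 for *E168d2neo/+*, 27.6 ± 1.22 for *E168d2/+* and 42.1 ± 0.17 for *R90W/W*. *R90W/W* separated from the E168d2 heterozygotes mainly on component 2, with mean scores of 18.3 for *R90W/W*, 2.77 for *E168d2neo/+* and −3.85 for *E168d2/+*. On component 1 the means were 4.24, −5.75 and 1.19.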

At P10 *E168d2/+*, *E168d2neo/+* and *R90W/W* samples clustered between WT and *E168d2/d2*, corresponding to their intermediate phenotypes. In contrast, *R90W/+* samples clustered with WT samples, consistent with their normal phenotype at this age. 

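The *R90W/+* libraries lay 15.5 ± 2.01 from the WT mean at P10, with a range of 13.9 to 17.7. *R90W/+* was the nearest of the 5 mutant groups to WT, and each of its libraries lay farther from the WT mean than any WT library.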

At P21, despite increased replicate variability, differences between heterozygous mutant genotypes and WT are consistent with their phenotypes. 

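At P21 the distances from the WT mean were 26.1 ± 11.0 for *E168d2neo/+*, 30.1 ± 12.0 for *R90W/+* and 35.2 ± 13.6 for *E168d2/+*. Libraries of a group ranged from 19.1 to 38.9 for *E168d2neo/+*, from 16.3 to 38.5 for *R90W/+* and from 19.8 to 45.5 for *E168d2/+*, so the ranges of the 3 mutant groups overlapped. WT libraries lay 1.89 ± 0.84 from their mean. On average *R90W/+* was farther from WT than *E168d2neo/+* on this plane. Crystallins took 1.45% and 2.84% of CPM in *R90W/+* replicates A and C and 1.33% in *E168d2neo/+* replicate C. The plane was not computed without them, so their part in these distances is not known.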

Since the PCA analysis only described sample differences as a whole, we further determined the relationship of gene expression changes and phenotype differences, using multiple independent analyses of gene expression. 

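Differential expression was tested here with limma on log2 CPM, since the values used are CPM and edgeR works on read counts. In simulated libraries with the depth and spread of the real ones, the test recovered 195 to 199 of 200 genes given a log2 change of 1.5, none in the wrong direction, and called at most 2 unchanged genes. Without the fold change limit, 4 to 14 unchanged genes passed the FDR, with 12 for *E168d2/+* against *E168d2neo/+*. For the difference between ages 7 to 15 did. In these simulations the spread of each gene was drawn independently, and only genes with a reference mean of 5 CPM or more were changed. Deviations that many genes of a library share were not simulated, so errors from these are not covered. For the real libraries, 640 of the 671 genes called in *E168d2/d2* and 257 of the 260 called in *R90W/W* were also called in the authors' deposited table. The authors' deposited table shared 189 of 191 calls in *E168d2/+*, 121 of 127 in *E168d2neo/+* and 29 of 30 in *R90W/+* at P10. At P21 it shared 181 of 188, 78 of 80 and 34 of 34, in the same order. That table called more genes at P21, 197 in *E168d2/+*, 102 in *E168d2neo/+* and 54 in *R90W/+*.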

First, to determine differential expression, EdgeR [26] was used to compare the triplicate samples. Changes considered “significant” were twofold or greater [fold change (FC) ≥ 2] with a false discovery rate (FDR) ≤ 0.05 from the appropriate WT control, unless otherwise noted. 

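With limma FDR alone and no fold change limit, 6408 genes differed from WT in *E168d2/d2*, 6671 in *R90W/W*, 2620 in *E168d2/+*, 2198 in *E168d2neo/+* and 1405 in *R90W/+* at P10. At P21 the numbers were 2086 in *E168d2/+*, 1486 in *E168d2neo/+* and 345 in *R90W/+*. For each of the 8 comparisons with WT, the 6 libraries were also divided into 3 and 3 in all 10 possible ways, and the true division gave more changed genes than any other.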

Additional filtering and analysis details can be found in the "Materials and methods" section. Expression changes in subsets of RNA-seq-identified genes were further validated using quantitative real time PCR (qRT-PCR; Table S1a–c in Additional file 1).

**Table 2:** List of RNA-seq experiments and number of genes with altered expression

Mouse^a^	Experiments and replicates^b^		Down-regulated genes^c^		Up-regulated genes^c^	
	P10	P21	P10	P21	P10	P21
WT	3	3	NA	NA	NA	NA
*E168d2/d2*	3	Not tested	425	NA	248	NA
*R90W/W*	3	Not tested	195	NA	70	NA
*E168d2/+*	3	3	136	150	61	43
*E168d2neo/+*	3	3	85	83	38	19
*R90W/+*	3	3	20	27	12	27

^a^ All mutant mice were backcrossed to *C57BL/6 J* (WT) control for >10 generations and genotyped for common variants [21]

^b^ Numbers represent biological replicates. Each replicate contains four pooled retinas from a male and female pair

^c^ Numbers represent transcripts significantly altered (FC ≥ 2, FDR ≤ 0.05) relative to WT control

*NA* not applicable

#### Homozygous *Crx* mutant mice show drastically changed expression of a large number of genes at P10 before photoreceptor degeneration

We first compared retinal gene expression in the homozygous mutants *E168d2/d2* and *R90W/W* at P10 with that in age-matched WT controls. 

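Among called genes whose *E168d2/d2* and WT libraries did not overlap, those with the largest falls in *E168d2/d2* at P10 included *Rcvrn*, from 554 ± 9.72 CPM in WT to 0.579 ± 0.126 CPM (mean ± SD), and *Cnga1*, from 410 ± 17.0 to 0.799 ± 0.272 CPM. The largest rise was that of *Krt73*, from 0.0914 ± 0.112 to 252 ± 33.3 CPM. *Col16a1* rose from 4.48 ± 0.514 to 265 ± 5.47 CPM and *A930018M24Rik* from 1.99 ± 0.302 to 63.5 ± 8.47 CPM. In *R90W/W* the largest falls were in *Ppara* (log2 −5.00), *Opn1mw* (−4.90) and *Pax7* (−4.58), and the largest rises in *Col16a1* (4.46), *Irf5* (2.79) and *Gje1* (2.58). With 3 libraries against 3, chance alone separates a gene's groups in this way for 10% of genes.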

As shown by the scatterplots (Fig. 2a, b), both mutants displayed twofold or greater expression changes for a large number of genes. However, the number of genes affected in *E168d2/d2* was much larger than in *R90W/W* (Table 2). 

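Against WT at P10, 671 genes were changed in *E168d2/d2* (394 lower, 277 higher) and 260 in *R90W/W* (190 lower, 70 higher). At an unadjusted p below 0.05 limma gave 7096 and 7262 genes, numbers that also depend on the spread within each group. Of the settings tried, adding 1 CPM before taking logarithms lowered the count most in *E168d2/d2*, to 590, and leaving out the CPM filter raised it most in *R90W/W*, to 309.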

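Genes lower than WT made up 58.7% of the changed genes in *E168d2/d2* and 73.1% in *R90W/W* at P10. With the libraries scaled by their median log-ratio to WT, the share in *E168d2/d2* was 66.9% and that in *R90W/W* 78.0%.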

Among the changed genes, down-regulated genes outnumbered up-regulated genes (Table 2), consistent with the established role of CRX in the activation of transcription. 

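Several photoreceptor genes illustrate the size of the changes in the homozygotes at P10. *Rcvrn* measured 75.5 ± 6.26 CPM in *R90W/W* (mean ± SD; log2 ratio to WT −2.88 (SE 0.048, limma FDR 3.06e-18)). *Esrrb* changed by −4.04 (SE 0.11, limma FDR 1.14e-10) in *E168d2/d2* and by −2.19 (SE 0.059, limma FDR 2.23e-15) in *R90W/W*. The log2 ratio of *Myo7a* was −1.75 (SE 0.056, limma FDR 3.74e-10) and −1.38 (SE 0.042, limma FDR 1.05e-14), in the same order. For each of these genes all 3 mutant libraries lay below all 3 WT libraries. Of the settings tried, taking out a WT or mutant library or changing the scaling altered none of these calls.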

Some of the affected genes (labeled in white in Fig. 2a, b) encode well-characterized proteins essential for rod and cone identity, function and survival. Next, we compared the changed gene sets between the two mutants. 

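*E168d2/d2* and *R90W/W* shared 162 genes lower than WT at P10, which is 41.1% of the lower genes of *E168d2/d2* and 85.3% of those of *R90W/W*, where 6.22 would be shared by chance (Fisher exact one-sided p 1.8e-224). They shared 51 higher genes, 72.9% of those of *R90W/W*, where chance gives 1.28 (p 5.6e-76). Exactly 1 gene was changed in opposite directions. Across the 12026 genes tested in both, the log2 ratios correlated with r = 0.758, and genes are not independent replicates. Both groups were set against the same WT libraries: 2 simulated groups without any true change had r = 0.515 across genes and shared 0 called genes, with 0.6 genes called per group. Leaving out the CPM filter moved the shared genes most, to 181 lower and 67 higher.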

Even though *E168d2/d2* and *R90W/W* have mechanistically distinct mutant proteins and phenotypes [21], the significantly affected (FC ≥ 2, FDR ≤ 0.05) genes showed a high degree of overlap for both down-regulated and up-regulated gene sets (Fig. 2c, d). In addition, for these shared genes the degree of change was generally greater in *E168d2/d2* than in *R90W/W*, as seen by visually inspecting the positions of the highlighted genes in Fig. 2a versus Fig. 2b. These changes were confirmed to be consistent between replicates by comparing the raw mapped reads for several of these genes (Figure S2a in Additional file 4). 

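Over the 162 genes lower in both homozygotes, the median log2 ratio to WT was −2.16 ± 0.0044 in *E168d2/d2* and −1.51 ± 0.012 in *R90W/W* (mean ± SD of 3 libraries each). Over the 51 genes higher in both it was 1.59 ± 0.17 and 1.26 ± 0.082. *E168d2/d2* lay farther from WT for 136 of the 162 genes and for 39 of the 51. For both sets the exact two-sided permutation p between the 2 groups of libraries was 0.1, the smallest that 3 against 3 can give. These genes were chosen on the same libraries.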

Homozygous mouse retina RNA-seq results for several genes were also consistent with previous qRT-PCR data [21] (Table S1b in Additional file 1). These data suggest that photoreceptor gene expression in *R90W/W* is less disrupted than in *E168d2/d2*, consistent with the phenotype differences between the two models.

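In the RNA-seq data *Pias3* changed by −2.48 (SE 0.069, limma FDR 1.15e-10) in *E168d2/d2* and by −0.51 (SE 0.034, limma FDR 6.96e-10) in *R90W/W*, as log2 ratios to WT. *Thrb* fell to 68.4 ± 4.81 CPM in *E168d2/d2* (log2 −0.53 (SE 0.061, limma FDR 2.42e-05)) and to 83.7 ± 3.18 CPM in *R90W/W* (−0.24 (SE 0.046, limma FDR 0.000291)), from 98.8 ± 4.48 CPM in WT. *Otx2* rose, by 0.34 (SE 0.058, limma FDR 0.000465) and 0.71 (SE 0.036, limma FDR 1.82e-11) in the same order. The libraries of each homozygote lay all on the same side of the WT libraries for these genes.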

**Fig. 2:**
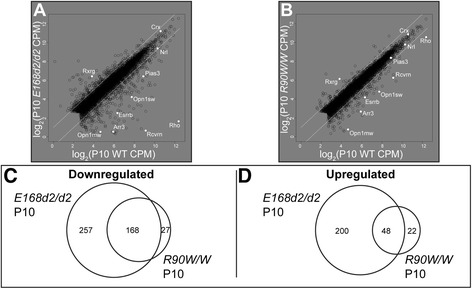
RNA-seq analyses describe overlapping sets of affected genes in P10 homozygous *Crx* mutant retinas. **a**, **b** Gene expression (log_2_ CPM) in the indicated homozygous mutants (y-axes) is compared with the WT control (*C57BL/6 J*, x-axes). Prototypical photoreceptor transcripts are labeled in white. White diagonal lines represent ±2 FC. **c**, **d** Venn diagrams illustrate the numbers of significantly affected genes that are shared or are uniquely changed in indicated mutants (FC ≥ 2 or ≤ -2, FDR ≤ 0.05)

#### Heterozygous *Crx* mutant mice have moderate expression changes in fewer genes than the homozygous mutants at P10, with few independently affected genes

To determine if heterozygous mutants also share gene expression changes between genotypes, we compared RNA-seq data from heterozygous mutants *E168d2/+*, *R90W/+*, as well as *E168d2neo/+*. At P10, the heterozygous mutants showed fewer gene changes than the respective homozygous counterparts (Table 2). 

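At P10, 191 genes were changed in *E168d2/+* (131 lower, 60 higher), 127 in *E168d2neo/+* (85 lower, 42 higher) and 30 in *R90W/+* (20 lower, 10 higher). At an unadjusted p below 0.05 limma gave 4370, 3959 and 3142 genes.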

Similar to the homozygous mutants, the number of significantly affected genes in heterozygotes correlated with phenotype severity in the order *E168d2/+* > *E168d2neo/+* > *R90W/+*. 

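The order of the heterozygotes by number of changed genes at P10 stayed the same under each of the 9 other settings for filter, scaling and model, which gave 159 to 222 genes for *E168d2/+*, 109 to 150 for *E168d2neo/+* and 20 to 45 for *R90W/+*. The call counts of *R90W/+* moved most in proportion: adding 1 CPM before taking logarithms gave the lowest and leaving out the CPM filter the highest.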

Figure 3a–c and Figure S2a in Additional file 4 show that, qualitatively, the white highlighted photoreceptor transcripts were most severely affected in the *E168d2/+* mutant, less affected in *E168d2neo/+* and showed no change greater than twofold in the *R90W/+* line. Furthermore, affected transcripts in heterozygotes also showed a high degree of overlap between the genotypes (Fig. 3d, e).

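*Rcvrn* had a log2 ratio to WT of −3.54 (SE 0.17, limma FDR 4.92e-07) in *E168d2/+*, −2.40 (SE 0.076, limma FDR 1.14e-08) in *E168d2neo/+* and −0.014 (SE 0.12, limma FDR 0.957) in *R90W/+* at P10. Those of *Arr3* were −3.25 (SE 0.14, limma FDR 2.59e-07), −1.72 (SE 0.088, limma FDR 3.93e-07) and −0.58 (SE 0.18, limma FDR 0.0547). For both genes each *E168d2/+* and *E168d2neo/+* library lay below each WT library, and for *Arr3* this held in *R90W/+* too. Among the 27 genes the paper names, the largest log2 ratio in *R90W/+* was that of *Opn1sw*, −0.80 (SE 0.047, limma FDR 7.98e-07), with all 3 libraries below WT.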

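*E168d2/+* and *E168d2neo/+* shared 71 genes lower than WT at P10, 83.5% of the lower genes of *E168d2neo/+* (0.931 expected by chance, Fisher exact one-sided p 1.4e-134), and 25 higher genes, 59.5% of those of *E168d2neo/+* (0.166 expected, p 3.3e-53). *R90W/+* shared 12 lower and 6 higher genes with *E168d2/+*, and 14 lower and 2 higher genes with *E168d2neo/+*. All 3 heterozygotes shared 11 lower and 2 higher genes.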

**Fig. 3:**
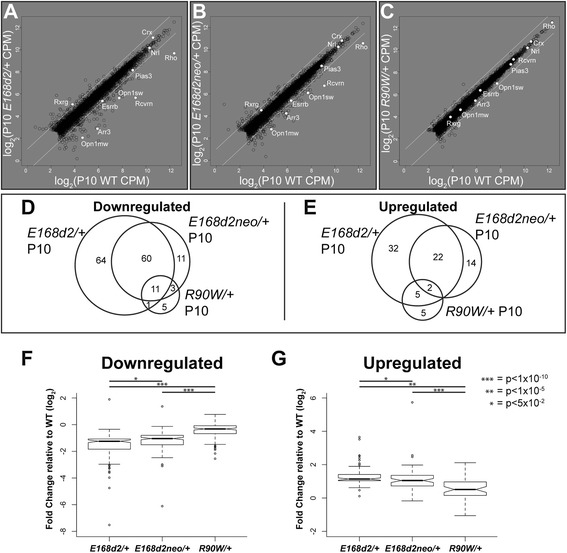
RNA-seq analyses detect graded changes in gene expression in P10 heterozygous *Crx* mutant retinas. **a**-**c** Gene expression (log_2_ CPM) in the indicated heterozygotes (y-axes) are compared with the WT control (*C57BL/6 J*, x-axes). Prototypical photoreceptor transcripts are labeled in white. White diagonal lines represent ±2 FC. **d**, **e** Venn diagrams illustrate the numbers of significantly affected genes that are shared or are uniquely changed in the indicated mutants (FC ≥ 2 or ≤ -2, FDR ≤ 0.05). **f**, **g** Analysis of the union of genes affected in heterozygous mutants (FC ≥ 2 or ≤ -2, FDR ≤ 0.05) presented as FC relative to WT control. Significance calculated by Wilcoxon rank-sum test with Bonferroni correction. Notched box whisker plot describes median and quartiles of data

Next, we analyzed whether the degree of expression changes correlates with phenotype severity. 

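At P10, 150 genes were lower than WT and 81 were higher in any of *R90W/+*, *E168d2neo/+* and *E168d2/+*. The median log2 ratio to WT over these genes was taken in each library, and the 3 libraries of a group give the mean and SD of that median. The genes were chosen on the same libraries, and most were called in *E168d2/+*, which draws its median away from 0.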

To gain quantitative results for the entire datasets, we compared the overall FC (relative to WT) for the union of all affected genes (see Table 2 for total numbers) in *E168d2/+*, *E168d2neo/+* and *R90W/+* mutants (Fig. 3f, g). Both down-regulated (Fig. 3f) and up-regulated (Fig. 3g) groups showed a stepwise pattern of expression fold changes: *E168d2/+* > *E168d2neo/+* > *R90W/+*. Thus, in addition to the number of affected genes, the degree of expression changes also correlates with phenotype severity in heterozygous mutants. 

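Over the genes lower in any heterozygote at P10, the median log2 ratio to WT was −0.34 ± 0.11 in *R90W/+*, −1.05 ± 0.054 in *E168d2neo/+* and −1.29 ± 0.17 in *E168d2/+* (mean ± SD of 3 libraries). Over the higher genes it was 0.45 ± 0.13, 1.04 ± 0.067 and 1.16 ± 0.13, in the same order. Among the settings tried, leaving out *E168d2/+* replicate C moved the *E168d2/+* median over lower genes most, to −1.22, and quantile normalization moved it to −1.33.

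**Figure D1:**
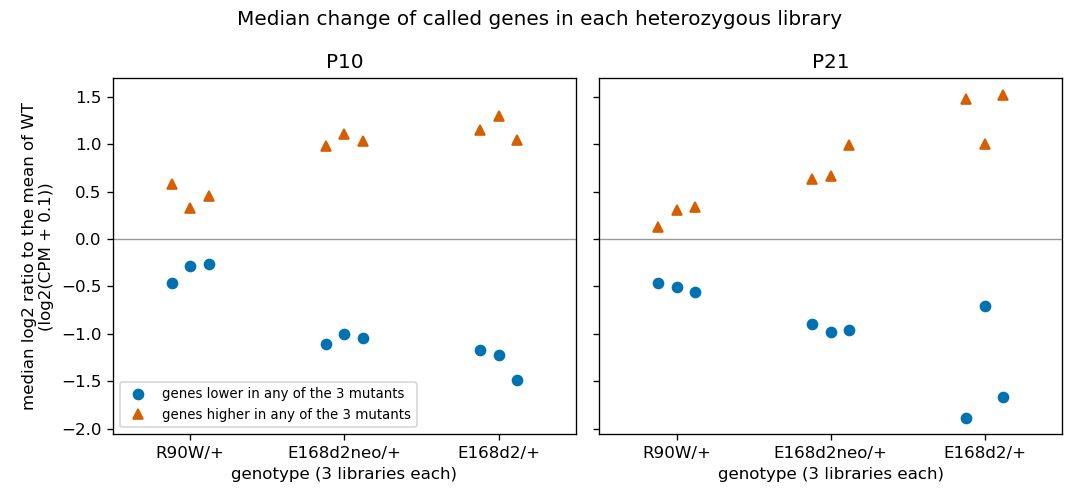
Median log2 ratio to the mean of WT libraries, from log2(CPM + 0.1), for each library of *R90W/+*, *E168d2neo/+* and *E168d2/+* (x-axis) at P10 (left) and P21 (right). Blue circles: genes lower than WT in any of the 3 mutants. Orange triangles: genes higher. Each point is 1 library, 3 per group.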

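An exact permutation test of the order *R90W/+*, *E168d2neo/+*, *E168d2/+*, over all divisions of 9 libraries into 3 groups of 3, gave a one-sided p of 0.000595 for the lower genes and 0.00179 for the higher genes at P10. The order is that of the severity of the phenotypes given in the paper. The choice of genes on these libraries works toward this order, so these p-values are not independent evidence of it. The paper's reasoning is that mutants with more severe disease have larger changes in expression of the same genes, and from this it proposes that the degree of misexpression sets the severity. The libraries measure the first part for 3 genotypes at P10; severity itself was not measured in them.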

While this difference in expression was statistically significant (Fig. 3f, g), the differences between the median log_2_ FC for individual genes expressed in the different heterozygotes were rather small. This is in contrast to the large phenotype differences between these genotypes (Table 1), demonstrating the importance of precisely regulated gene expression for photoreceptor integrity. 

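Between *E168d2neo/+* and *E168d2/+* the medians at P10 differed by 0.24 over the lower genes (exact two-sided permutation p 0.1, the smallest possible with 3 against 3) and by 0.13 over the higher genes (p 0.2). *R90W/+* differed from *E168d2/+* by 0.95 over the lower genes and by 0.71 over the higher genes, and from *E168d2neo/+* by 0.71 and 0.59, each with p 0.1.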

The expression changes determined by RNA-seq of a subset of genes were validated to be consistent between replicates (Figure S2a in Additional file 4) and accordant with previous qRT-PCR data [21] (Table S1b, c in Additional file 1).

We also directly compared the data for overlapping and independently affected genes in age-matched (P10) heterozygote and homozygote *Crx* mutant animals. 

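Over the 394 genes lower in *E168d2/d2*, the median log2 ratio to WT at P10 was −1.58 ± 0.037 in *E168d2/d2*, −0.70 ± 0.083 in *E168d2/+* and −0.56 ± 0.039 in *E168d2neo/+* (mean ± SD of 3 libraries). Over the 277 higher genes it was 1.31 ± 0.13, 0.54 ± 0.10 and 0.42 ± 0.047. Over the 190 genes lower in *R90W/W* it was −1.45 ± 0.014 in *R90W/W* and −0.44 ± 0.12 in *R90W/+*, and over the 70 higher genes 1.23 ± 0.055 and 0.39 ± 0.042. The genes were chosen on the homozygous libraries, which can enlarge the homozygous medians; this was not tested.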

Significantly fewer down-regulated and up-regulated genes were seen in the heterozygous *E168d2/+* and *R90W/+* mutants than in their homozygous counterparts (Additional file 5). Only a small fraction of genes was independently changed in either heterozygote mutant but unaffected in the homozygotes (Additional file 5). These data are consistent with the differences in phenotype severity between the heterozygous and homozygous mutants.

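Of the genes lower in a heterozygote at P10, 129 of 131 in *E168d2/+*, 81 of 85 in *E168d2neo/+* and 19 of 20 in *R90W/+* were also lower in *E168d2/d2* or *R90W/W*. The lower genes found in neither homozygote were Rtn4rl2 and Scarna2 in *E168d2/+*, 5530401A14Rik, 9130020K20Rik, Asap3 and Fgfr3 in *E168d2neo/+*, and *Slc27a2* in *R90W/+*. Of the higher genes, 46 of 60, 33 of 42 and 9 of 10 were shared with a homozygote, and *mt-Atp8* was the gene of *R90W/+* that was not.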

### *Crx* mutations specifically affect rod- and cone-enriched genes, including down-regulation of phototransduction genes

To ensure that decreased retinal function and impaired development of the *Crx* mutant mice are not a result of perturbations to other non-photoreceptor cell types, we analyzed the P10 RNA-seq data for changes in expression of genes representing different types of retinal neurons. For each cell type, we chose the ten genes with the highest specificity ratio [27] present in our data. The heatmap in Fig. 4a represents the FC from WT for each of these genes in the P10 mutants, organized by the cell type they represent. 

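With the 10 genes the paper lists for each retinal cell type, the median log2 ratio to WT at P10 in *E168d2/d2*, *R90W/W*, *E168d2/+*, *E168d2neo/+* and *R90W/+* was −3.60, −0.87, −0.40, −0.32 and −0.039 for rod genes and −3.47, −1.41, −1.75, −1.34 and −0.17 for cone genes. Both lists were called lower in the first 4 groups (camera FDR at most 0.000227), and in *R90W/+* the cone list was called lower (FDR 0.0429) and the rod list was not (FDR 0.667). For other cell types 5 of 20 lists were called: horizontal cell genes lower in *E168d2/d2* (−0.81, FDR 0.00218), amacrine genes higher in *R90W/W* (0.36, 0.00771) and *R90W/+* (0.22, 0.00597), ganglion cell genes higher in *E168d2neo/+* (0.26, 0.00597) and bipolar genes higher in *R90W/+* (0.16, 0.0108). Of the same 20 lists fry called 13, and camera with the correlation estimated called 0. Over all 88 tests of a list in a comparison, 46 were called by camera with a preset correlation of 0.01 between genes, 41 of these also by fry, and 13 by camera with the correlation estimated from the data.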

The cell types that showed the greatest gene expression changes in all mutants were rod and cone photoreceptors, whereas large-scale changes in gene expression were not observed in other retinal cell types at the age of P10.

**Fig. 4:**
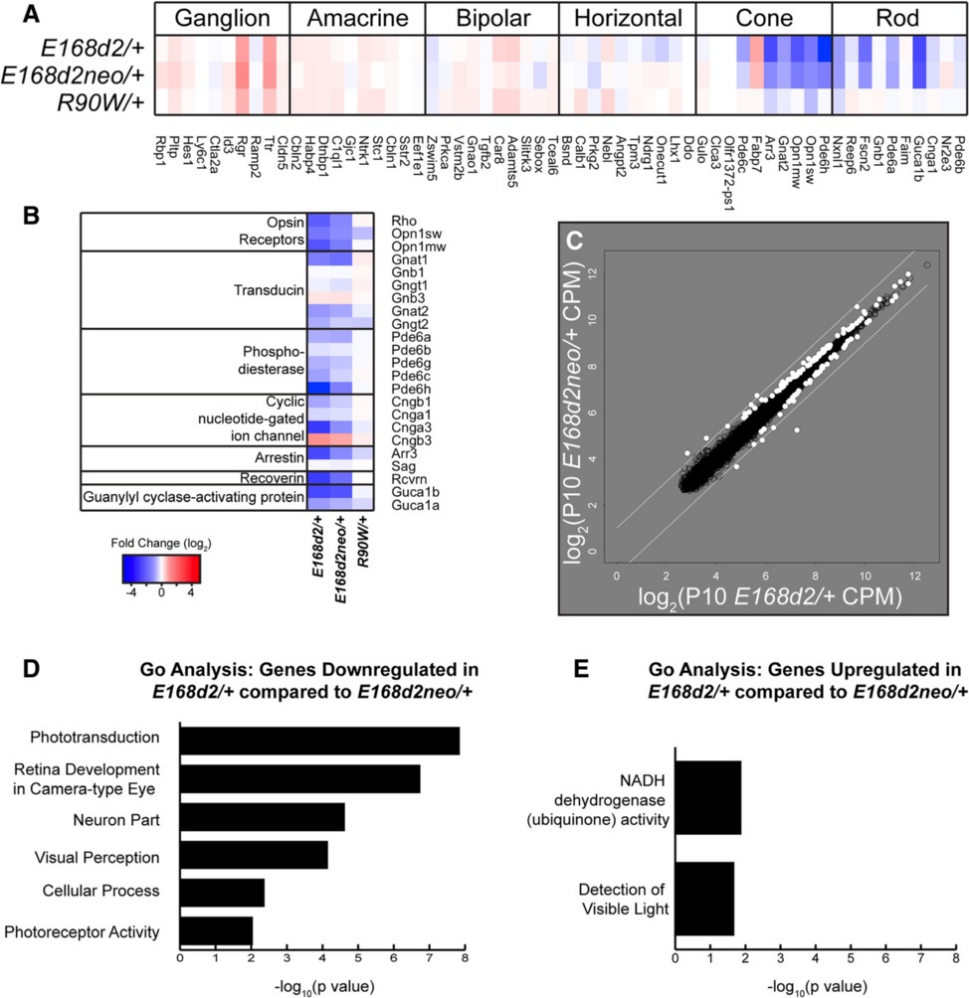
*Crx* mutant retinas show graded changes in photoreceptor-specific gene expression. **a**, **b** Heatmaps present FC of gene expression in P10 *Crx* mutants relative to that of WT age-matched controls in subsets of genes with highest cell type specificity ratios for the six retinal neurons (**a**) and photoreceptor-enriched genes involved in phototransduction (**b**). **c** Changes in gene expression levels (log_2_ CPM) are compared for *E168d2/+* (x-axis) versus *E168d2neo/+* (y-axis). Highlighted genes represent 118 transcripts significantly differently expressed between the mutants (FDR ≤ 0.05, no FC cutoff; see Additional files 7 and 11 for designations). **d**, **e** Top Gene Ontology (*GO*) terms of down-regulated (**d**) and up-regulated (**e**) gene sets in *E168d2/+* compared with *E168d2neo/+*

We also specifically analyzed expression of genes important for retinal visual function, as changes in this pathway in cell types other than photoreceptors could account for the decreased function as measured by ERG [21]. Additional file 6 shows that non-photoreceptor-specific genes encoding proteins involved in visual function had little to no change in expression in any of the mutants. In contrast, expression changes were seen in many known photoreceptor-enriched components of the phototransduction cascade (Fig. 4b). 

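Of the 40 non-photoreceptor genes the paper lists, 32 were in the data. Their median log2 ratio to WT at P10 was 0.14 in *E168d2/d2*, 0.12 in *R90W/W*, 0.02 in *E168d2/+*, 0.06 in *E168d2neo/+* and 0.066 in *R90W/+*. In *E168d2/d2* the mean was −0.15 and camera leaned down, against the sign of the median. The list was called in *R90W/+* (higher, camera FDR 0.0166) and in no other group at P10. Genes past both limits numbered 2 lower and 2 higher in *E168d2/d2*, 1 and 1 in each of *R90W/W*, *E168d2/+* and *E168d2neo/+*, and 0 in *R90W/+*, where limma gave 7 at FDR alone.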

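The 23 phototransduction genes had a median log2 ratio to WT of −3.97 in *E168d2/d2* (camera FDR 3.45e-21) and −1.18 in *R90W/W* (FDR 3.95e-17) at P10. In *E168d2/d2*, 19 genes were lower and 1 was higher past both limits, and in *R90W/W* 13 were lower. At limma FDR alone, 20 were lower in each, and 2 and 3 were higher. Libraries of a group ranged from −4.21 to −3.92 in *E168d2/d2* and from −1.18 to −1.15 in *R90W/W*. Of the 10 ways of dividing the 6 libraries into 3 and 3, the true division gave the strongest list test in both.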

Nearly every constituent was negatively impacted in *E168d2/+*, but remained virtually unaffected in *R90W/+. 

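The median over the phototransduction genes at P10 was −1.17 in *E168d2/+* (camera FDR 1.85e-18), with 13 genes lower and 1 higher past both limits, and 18 lower and 2 higher at limma FDR alone; adjusted over the list alone the lower genes were 19. In *R90W/+* it was −0.075 (camera FDR 0.0799), where 0 genes passed both limits, 4 passed limma FDR and 5 passed FDR over the list alone, each of them lower. Single *R90W/+* libraries ranged from −0.31 to 0.075. The *R90W/+* call turned on the libraries used: without WT replicate C the camera FDR was 0.0476, and without *R90W/+* replicate B or C it was 0.00315 or 0.00359. In *R90W/+* the true division of the 6 libraries ranked 10 of 10 by strength of the list test. With the correlation between genes estimated, camera called the list in neither *E168d2/+* nor *R90W/+*.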

E168d2neo/+* adopted an intermediate expression level, again emphasizing the stepwise and graded changes between the three genotypes.

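In *E168d2neo/+* the same genes had a median of −0.92 at P10 (camera FDR 2.36e-22), with 11 genes lower and 1 higher past both limits. Single libraries ranged from −0.95 to −0.81. The list test was stronger for the true division of the libraries than for any other.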

### Insights from *E168d2/+* and *E168d2neo/+*: small changes in gene expression level strongly influence phenotype

Since the above analysis detected little difference between the two phenotypically distinct mouse lines that both carry the same *Crx* mutation, *E168d2/+* and *E168d2neo/+*, we expanded our analyses to directly compare these two datasets. A scatterplot comparing *E168d2*/+ and *E168d2neo*/+ shows only subtle expression differences (Fig. 4c), further confirming the analyses presented in Table 2 and Fig. 3. 

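Tested against each other at P10, *E168d2/+* and *E168d2neo/+* had a median log2 difference of 0.016 over the 11967 genes tested. The difference was −0.35 over 21 phototransduction genes in the comparison, −0.033 over 222 rod-enriched genes and −0.014 over 373 cone-enriched genes. At an unadjusted p below 0.05 limma gave 2346 genes.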

Differences in gene expression levels were within the twofold margin with only a few exceptions. 

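Of the genes that differed between *E168d2/+* and *E168d2neo/+*, 7 did so by at least 2-fold. *Pde6h* (log2 −2.73 (SE 0.18, limma FDR 0.000245)), *Arr3* (−1.53 (SE 0.15, limma FDR 0.00244)), *Rcvrn* (−1.14 (SE 0.19, limma FDR 0.0326)) and *Obox6* (−4.86 (SE 0.21, limma FDR 1.07e-05)) were lower in *E168d2/+*, as was Glp2r, which was named after the values were seen, and *Atp4a* (1.75 (SE 0.23, limma FDR 0.0148)) and *Col16a1* (1.09 (SE 0.1, limma FDR 0.00244)) were the higher. For these 6 genes the libraries of the groups did not overlap. *Obox6* measured 1.04 CPM in *E168d2/+*, 32.1 in *E168d2neo/+* and 0.594 in WT, so its difference was a rise in *E168d2neo/+* and not a fall in *E168d2/+*. The median absolute log2 difference of all differing genes was 0.52.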

To decipher the genes that are likely to impact phenotype severity, we analyzed the 118 genes that passed the statistical threshold in the direct comparison of *E168d2/+* versus *E168d2neo/+* (FDR ≤ 0.05, no FC cutoff, represented in white in Fig. 4c). 

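With limma at an FDR of 0.05 and no fold change limit, 102 genes differed between *E168d2/+* and *E168d2neo/+* at P10, 62 lower and 40 higher in *E168d2/+*. Of 97 of these with a ratio to WT for both, 56 lay farther from WT in *E168d2/+* on the same side. The count depended on the model: 74 without a variance trend, 76 without the CPM filter, 602 with the replicate letter as a block and 1193 with all groups in a single fit, which borrows the variance of the other groups. Leaving out single libraries gave 14 to 112 lower and 2 to 133 higher genes. The true division of the 6 libraries gave more differing genes than the 9 others.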

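Of the genes the paper lists as higher in *E168d2/+* than in *E168d2neo/+*, 41 were tested, with a median log2 difference of 0.41 at P10; 6 passed an FDR of 0.05 with limma and none of these was lower. Of those listed as lower, 77 were tested, with a median of −0.39; 29 passed and none was higher. The lists were chosen by the authors on the same libraries, so their direction is not independent evidence.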

To confirm the validity of the results of this comparison, we also calculated the Z-score of each biological replicate from the mean expression level (Additional file 7), which showed reproducible differences between the two genotypes. The list of down-regulated genes in *E168d2/+* was highly enriched for those relevant to photoreceptor biology and function by Gene Ontology (GO) analyses (Fig. 4d). In contrast, the up-regulated genes showed only a modest enrichment for a single photoreceptor-relevant GO category (Fig. 4e). These findings suggest threshold effects of expression level changes on photoreceptor phenotype, especially in those pathways represented in the down-regulated gene set illustrated in Fig. 4d.

### Heterozygous mutants show normal gene expression trends from P10 to P21, but many genes fail to reach the normal level at P21

*Crx* mutant mice show early deficits in photoreceptor morphology and function [18, 21]. In heterozygous *Crx* knockout and *R90W* mice, morphology and function recover at later ages, suggesting a transient developmental delay. *E168d2neo/+* mice also recover rod morphology but have abnormal cone morphology and only partially recover rod and cone function in adulthood. *E168d2/+* mice remain impaired in adulthood with shortened outer segments and severely impaired retinal function [21], suggesting a blockade in photoreceptor maturation. To determine if differences in morphological and functional recovery are related to gene expression changes over time, we also performed RNA-seq analyses on heterozygous *R90W*, *E168d2* and *E168d2neo* mutants at P21 when photoreceptors are mature. 

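At P21, 188 genes were changed in *E168d2/+* (137 lower, 51 higher), 80 in *E168d2neo/+* (66 lower, 14 higher) and 34 in *R90W/+* (26 lower, 8 higher), and limma gave 4217, 3330 and 1913 genes at an unadjusted p below 0.05. The 8 higher genes of *R90W/+* all encode crystallins; with all groups in a single fit none of them was called. Without *R90W/+* replicate B the higher genes numbered 39, and without WT replicate B none was called (8 with all libraries). Over the 147 genes lower in any heterozygote, the median log2 ratio to WT was −0.51 ± 0.048 in *R90W/+*, −0.94 ± 0.047 in *E168d2neo/+* and −1.42 ± 0.63 in *E168d2/+* (mean ± SD of 3 libraries; exact one-sided permutation p of this order 0.0107). Over the 61 higher genes it was 0.26 ± 0.12, 0.76 ± 0.20 and 1.33 ± 0.29 (p 0.000595; 0.221 without *R90W/+* replicate B). These genes were chosen on the same libraries, and most were called in *E168d2/+* (137 of 147 lower, 51 of 61 higher), which draws its median away from 0. The ordered p-values are therefore not independent evidence of the order. Among the *E168d2/+* libraries, replicate B had a median of −0.71 over the lower genes, nearer to WT than *E168d2neo/+*, and between these groups the exact two-sided p was 0.4. Over the higher genes *E168d2/+* exceeded *E168d2neo/+* by 0.57 (p 0.1, the smallest possible). Lower genes of *E168d2/+* numbered 188 without replicate B and 64 without replicate C.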

The P21 gene expression data described a very similar scenario seen in the P10 datasets: The three heterozygous genotypes displayed a graded degree and number of genes affected in the mutants relative to the P21 WT control (Table 1; Figure S6a–e in Additional file 8).

Next, we compared expression changes in the heterozygous mutants between P10 and P21 relative to P10 WT expression levels. 

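Between WT at P10 and WT at P21, 1078 genes changed at an FDR of 0.05 and at least 2-fold with limma, 491 falling and 587 rising with age. At an FDR of 0.5, the figure printed in the paper, 1079 changed, since the fold change limit decides the count. All 678 genes that the authors list were among the 1078, and 392 of the 400 others were below 5 CPM in a library of P10 or of P21. Required to reach 5 CPM in all libraries of both ages, a setting chosen after the count had been seen, 684 genes changed. The median log2 change of all genes was −0.17, and scaling the libraries by their median log-ratio moved it to −0.0046, with 30.3% of changed genes lower with age in place of 45.5%.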

In WT mice, 678 genes showed expression changes between P10 and P21 (FC ≥ 2 or ≤ −2, FDR ≤ 0.5), as shown in a heatmap (Figure S7a in Additional file 9). These age-dependent gene expression changes likely reflect retina terminal differentiation: GO analyses showed that the top 100 up-regulated genes were enriched for those important for developing mature photoreceptor structure and function, including visual perception, detection of light stimulus, photoreceptor outer segment formation and monovalent inorganic cation transport (Figure S7b in Additional file 9). In contrast, the down-regulated gene set was composed of genes that are important for neurogenesis during development, including system development, cell adhesion and regulation of cell proliferation (Figure S7b in Additional file 9). We next analyzed age-dependent gene expression changes in the *Crx* mutant lines, primarily focusing on *E168d2/+* and *E168d2neo/+* models, because of their distinct phenotype from WT mice. Unexpectedly, both mutants showed a trend of changes similar to WT mice for P21 up-regulated and down-regulated gene sets (Figure S7a, c in Additional file 9). 

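Over the 587 genes that rose with age in WT, the median log2 ratio of P21 libraries to P10 WT was 1.45 ± 0.0085 in WT, 1.38 ± 0.047 in *R90W/+*, 1.38 ± 0.019 in *E168d2neo/+* and 1.34 ± 0.059 in *E168d2/+* (mean ± SD of 3 libraries). Over the 491 genes that fell it was −1.34 ± 0.015, −1.36 ± 0.071, −1.23 ± 0.034 and −1.21 ± 0.045. The genes were chosen on the WT libraries. When each WT P21 library in turn was left out of that choice, its own median was 1.42 to 1.45 over rising and −1.35 to −1.30 over falling genes, so its part in that choice moved its median little. For the 678 genes of the authors' list the WT median was 1.39 over rising and −1.29 over falling genes.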

In mutants, however, expression of many members of these two gene sets did not reach the WT level at P21 (Figure S7a, c in Additional file 9). 

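Among the genes that rose with age in WT, limma called 80 lower than WT and 3 higher in *E168d2/+* at P21, 36 and 2 in *E168d2neo/+*, and 17 and 1 in *R90W/+*. Among those that fell, 19 were higher and 5 lower in *E168d2/+*, 7 and 2 in *E168d2neo/+*, and 0 and 2 in *R90W/+*. In *R90W/+* limma alone, at an FDR of 0.05, gave 8 higher and 4 lower among the fallen genes. Among the risen genes it gave 4 higher and 56 lower. Of the fallen genes, 331 were tested at P21 in *E168d2/+*, 328 in *E168d2neo/+* and 326 in *R90W/+*.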

As expected, this defect was more prominent in *E168d2/+* than *E168d2neo/+* mice. This suggests that the *E168d2/+* mutants continue to develop after P10 and recover some gene expression, but the degree of recovery is insufficient to achieve normal photoreceptor maturation. 

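The order WT, *R90W/+*, *E168d2neo/+*, *E168d2/+* was not tested as a whole; the exact permutation test used the 3 heterozygotes, as for the medians at P10. It gave a one-sided p of 0.0107 for genes that fell with age, 0.415 with median log-ratio scaling and 0.0946 with quantile normalization. For genes that rose, p was 0.0946, and 0.00179 and 0.0208 under those scalings, so the scaling decides which direction shows the order. *E168d2neo/+* and *E168d2/+* differed by 0.024 over fallen genes (exact two-sided p 0.5) and by 0.034 over risen genes (p 0.4).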

Interestingly, *R90W/+* also displayed slightly altered expression levels of many dynamically changed genes. These subtle differences may eventually contribute to the minor functional deficits observed for *R90W/+* at 6 months of age [21]. 

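*R90W/+* libraries at P21 differed from WT by 0.016 in median log2 ratio over the fallen genes (exact two-sided permutation p 0.7) and by 0.070 over the risen genes (p 0.1, the smallest that 3 against 3 can give).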

Taken together, these data suggest that *Crx* mutant mice fail both in repressing developmental genes and in activating genes required for photoreceptor maturation. These age-related gene expression changes support the morphological and functional observations that *Crx* mutant mice vary in their photoreceptor maturation rates.

### Down-regulated and up-regulated genes in *Crx* mutants show distinct epigenetic profiles in WT retinas

To determine the modality of CRX’s regulation of differentially expressed genes, we further investigated their expression patterns and the epigenetic landscape of their proximal cis*-*regulatory regions in WT mice. We first used hierarchical cluster analysis on P10 and P21 datasets to find sets of genes that were similarly affected in all mutants. Figure 5a shows a heatmap representing log_2_ FC relative to age-matched WT samples for any gene that displayed significant change from WT (FC ≥ 2 or ≤ −2, FDR ≤ 0.05) in any single genotype; the data are arranged by hierarchical clustering (clustering branches are shown to the left of the heatmap). By visual inspection of clustered data, we further subdivided affected genes into eight groups based on similarity of altered expression patterns. These are designated as groups 1–8 (shown to the right of the heatmap; see Additional files 10 and 11 for lists and order of genes). Further analyses focused on groups 1, 2, 3 and 6, as these represented the largest and most consistent clusters. Visual inspection of biological replicate data also confirmed the consistency of the expression changes in these groups (Additional file 12). Group 1 genes were the most down-regulated genes across all genotypes. 

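The 136 genes of group 1 had a median log2 ratio to WT at P10 of −2.96 in *E168d2/d2*, −1.55 in *R90W/W*, −1.27 in *E168d2/+*, −1.09 in *E168d2neo/+* and −0.29 in *R90W/+*. Of these genes, 135 were called lower in *E168d2/d2*, 106 in *R90W/W*, 106 in *E168d2/+*, 78 in *E168d2neo/+* and 16 in *R90W/+*. At P21 the medians were −1.102 in *E168d2/+*, −0.70 in *E168d2neo/+* and −0.35 in *R90W/+*, with *E168d2/+* libraries ranging from −1.59 to −0.57. The authors formed the groups on the same libraries.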

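Over the 325 group 2 genes tested, the median log2 ratio to WT at P10 was −1.19 in *E168d2/d2*, −0.70 in *R90W/W*, −0.52 in *E168d2/+*, −0.39 in *E168d2neo/+* and −0.16 in *R90W/+*. Genes called lower numbered 257, 79, 24, 7 and 2, in that order. The P21 medians were −0.32 in *E168d2/+*, −0.21 in *E168d2neo/+* and −0.15 in *R90W/+*.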

Group 2 genes were decreased compared with WT levels, but across the board were less affected than those in group 1. 

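Group 3 genes had a median log2 ratio to WT at P10 of 1.21 in *E168d2/d2*, 0.60 in *R90W/W*, 0.29 in *E168d2/+*, 0.24 in *E168d2neo/+* and 0.11 in *R90W/+*, over 145 genes tested in *E168d2/d2* and 112 to 122 in the others. Genes called higher numbered 116, 28, 5, 7 and 1, and none was called lower. At P21 the medians were −0.011 in *E168d2/+*, 0.019 in *E168d2neo/+* and −0.01 in *R90W/+*, with 14 genes called lower and 2 higher in *E168d2/+*, none in *E168d2neo/+*, and 2 lower in *R90W/+*.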

Groups 3 and 6 were composed of genes that were up-regulated in many of the genotypes. 

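Group 6 genes had a median log2 ratio to WT at P10 of 1.43 in *E168d2/d2*, 0.85 in *R90W/W*, 0.87 in *E168d2/+*, 0.67 in *E168d2neo/+* and 0.37 in *R90W/+*, over 108 to 134 genes tested. For P21 the values were 0.42 in *E168d2/+*, 0.24 in *E168d2neo/+* and 0.033 in *R90W/+*.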

Group 6 genes generally were up-regulated to a greater extent.

**Fig. 5:**
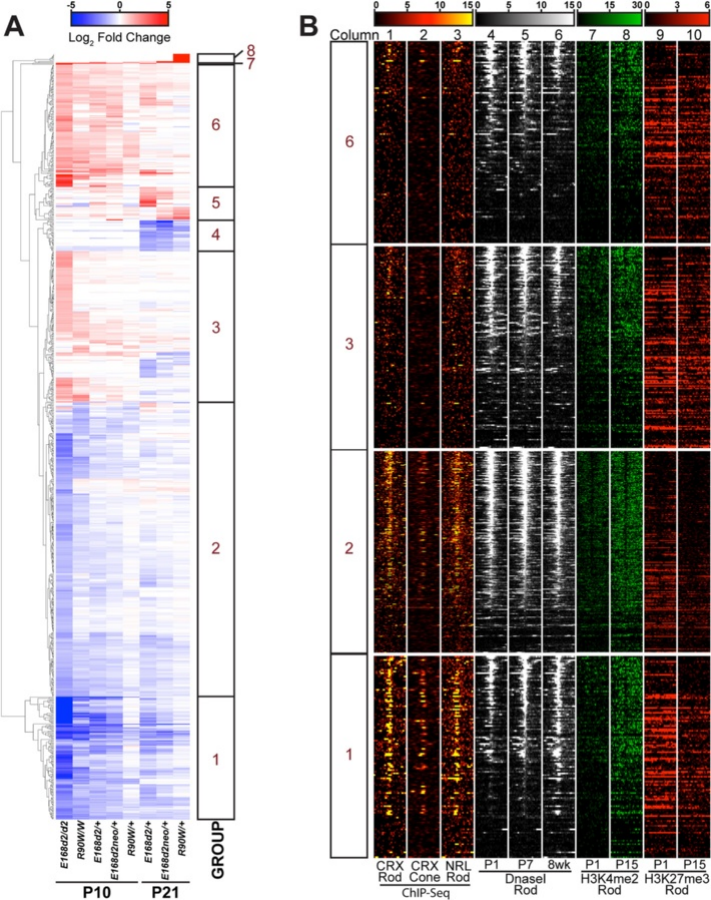
Hierarchical clustering and epigenetic data reveal groups of similarly regulated genes. **a** Hierarchical clustering analysis of all genes that showed significantly altered expression (FC ≥ 2 or ≤ −2, FDR ≤ 0.05) in at least one mutant genotype relative to age-matched WT expression. Expression levels in the indicated genotypes at the indicated ages are indicated by the *blue–red* heatmap. Eight groups of genes (indicated by the *bars* on the *right*) are clearly defined by the results (see Additional file 11 for designations). **b** Heatmaps showing the epigenetic landscape near the transcription start site (TSS) of genes in groups 1, 2, 3, and 6. Each row represents ±1 kb from the TSS (at *center* of panel) of individual genes contained within the groups as noted on the *left*; rows are ordered within each group by decreasing DNase I hypersensitivity (DHS) at the TSS in the 8-week dataset. *Columns 1–2*, CRX binding determined by ChIP-seq in adult WT and *Nrl−/−* retinas, respectively; *column 3*, NRL ChIP-seq in adult WT retinas; *columns 4–6*, DHS of WT retinas at three indicated ages; *columns 7–8*, H3K4me2 ChIP-seq in WT retinas at P1 and P15, *columns 9–10*, H3K27me3 ChIP-seq in WT retinas at P1 and P15. Quantification is presented in Additional file 13

#### The proximal *cis*-elements of down-regulated genes are enriched for CRX and NRL binding

To determine which of the above four major gene groups are directly regulated by CRX and its interacting rod-specific transcription factor NRL, we analyzed previously published CRX and NRL ChIP-seq data [15, 17] obtained from adult mouse retinas for all of the genes in these four clusters. Since CRX is expressed by both rods and cones, CRX ChIP-seq data from both WT (predominantly rod) and *Nrl−/−* (predominantly cone) retinas were included in our analyses. The WT NRL ChIP-seq data represent rod data, since NRL is not expressed in cones. The data are presented in heatmaps in Fig. 5b (columns 1–3), where each gene within the group is represented by a single line. The data within each column report the average read depth of the indicated experiment ±1 kb in 40 bp bins centered on the transcription start site (TSS). These results presented interesting contrasts between the various groups of genes: First, groups 1 and 2 displayed a significant amount of CRX binding in rods (column 1) and cones (column 2) and NRL binding in rods (column 3) around the TSS, while this binding was virtually absent in groups 3 and 6 (Fig. 5b, columns 1–3; Figure S9a–c in Additional file 13). This suggests that the down-regulated genes in groups 1 and 2 are enriched for direct CRX/NRL targets, but not the up-regulated genes in groups 3 and 6, consistent with the primary role of CRX and NRL in transactivation. Second, the more extensively down-regulated genes in group 1 showed more CRX (columns 1 and 2) and NRL (column 3) binding than the less-severely down-regulated genes in group 2 (Fig. 5b, columns 1–3; Figure S9a–c in Additional file 13), raising the possibility that group 1 genes are more dependent on CRX/NRL transactivation activity than group 2 genes. Third, comparison of CRX binding in rods (column 1) versus cones (column 2) for group 1 genes showed a high degree of CRX binding in both photoreceptor subtypes, suggesting that this group contains genes that are activated by CRX in both rods and cones. In contrast, group 2 genes showed CRX binding largely in rods, suggesting these genes are activated by CRX mainly in rods (Figure S9a, b in Additional file 13).

#### Down-regulated genes become more “open” during postnatal retinal development

To determine which of the four major groups undergo epigenetic landscape changes during photoreceptor development, we analyzed three different sets of previously published and publicly available epigenetic signature data (Fig. 5b, columns 4–10). Results are presented as heatmaps in a similar format as CRX and NRL ChIP-seq data.

We first analyzed retinal DNase I hypersensitivity (DHS) datasets at the age of P1, P7 and 8 weeks (Fig. 5b, columns 4–6) from the ENCODE project [22]. Enriched DHS is an indicator of ‘open’ chromatin and is a predictor of active transcription. Both down-regulated and up-regulated genes showed dynamic changes in their epigenetic landscapes with age. First, group 1 genes showed increases in DHS signal from P1 to 8 weeks of age. This pattern is not seen in group 2 genes, in which high DHS signal was largely stable across the ages tested. Group 3 and 6 genes, on the other hand, showed different patterns, in which DHS signal decreased from P1 to 8 weeks of age. Second, comparing across groups at 8 weeks of age, DHS data described groups 1 and 2 as having more ‘open’ chromatin (higher DHS signal) around their TSS than groups 3 and 6 (Fig. 5b, column 6). These data suggest that the chromatin of genes down-regulated in *Crx* mutants (groups 1 or 2) have ‘open’ chromatin in the adult WT retina and the most strongly down-regulated genes (group 1) are genes that develop a more ‘open’ chromatin conformation postnatally. In contrast, up-regulated genes (groups 3 and 6) tended to have ‘open’ chromatin in the early postnatal retina that became more ‘closed’ with age. To determine if these dynamic DHS changes represented specific events for particular groups, we included a random control group in our analyses. A random set of genes was chosen from the UCSC Table Browser ‘UCSC Genes’ list (see “Materials and methods”) to match the size of the largest group from the analysis (“random” group). As illustrated by Figure S9d–f in Additional file 13, the random group (grey lines) also showed a trend of reduction in DHS during postnatal retinal development. Importantly, when compared with random group genes, group 1 genes were less ‘open’ at P1 and P7 (Figure S9d, e in Additional file 13, blue line versus grey line) but more ‘open’ at 8 weeks (Figure S9f in Additional file 13, blue line versus grey line), verifying the trend visible by eye in the Fig. 5b heatmaps. These results were consistent with the observation that group 1 genes largely increased their expression from P2 to P21 during WT retinal development (Figure S9k in Additional file 13, based on published RNA-seq data by [24]). Interestingly, group 2 genes were more ‘open’ than random group genes at all ages tested (Figure S9d,f in Additional file 13, dashed blue line versus grey line), consistent with an overall modest increase in their expression from P2 to P21 in WT mice (Figure S9l in Additional file 13). In contrast, group 6 genes showed overall lower DHS than random group genes at all three ages analyzed, while group 3 genes showed similar DHS patterns as random group genes. Both group 3 and 6 genes normally showed no change or a slight decrease in expression from P2 to P21 (Figure S9m, n in Additional file 13). These data suggest the DHS changes identified in group 1 genes are dynamically regulated during retina development.

#### Down-regulated genes undergo histone modification changes during postnatal retinal development

Next, we analyzed these gene groups for the presence of active (H3K4me2; columns 7 and 8) and repressive (H3K27me3; columns 9 and 10) histone marks as determined by ChIP-seq in P1 and P15 WT retinas [23] within the 2-kb window centered on the TSS of each gene. Consistent with gaining a more ‘open’ chromatin configuration, group 1 genes gained the active mark H3K4me2 and lost the repressive mark H3K27me3 between P1 and P15 (Fig. 5b, columns 7–10; Figure S9g–j in Additional file 13, blue line versus grey line). Group 2 genes showed similar changes in histone marks (increase in H3K4me2 and decrease in H3K27me3) from P1 to P15. Group 2 genes also showed a higher level of the active mark H3K4me2 than random group genes at P1, while the level of the repressive mark H3K27me3 was similar to random at this age (Fig. 5b, columns 7–10; Figure S9g–j in Additional file 13, dashed blue line versus grey line). Overall, the data are consistent with a postnatal constitutively open chromatin configuration for group 2 genes as measured by DHS. Finally, groups 3 and 6 showed no difference relative to the random group genes in either H3K4me2 or H3K27me3 occupancy through retina development (Fig. 5b, columns 7–10; Figure S9g–j in Additional file 13, red lines versus grey lines), consistent with their overall constant low level of gene expression.

Together, the above analyses suggest that group 1 genes undergo dynamic epigenetic changes during retina maturation associated with their substantial transcriptional activation during postnatal photoreceptor development. The expression pattern of these genes correlated with CRX and NRL expression, and their regulatory regions were directly bound by CRX and NRL in WT mice. These results suggest that group 1 is enriched for genes that are inactive in precursor cells and actively turned on by key photoreceptor transcription factors during development. Thus, mutations in CRX have a profound negative impact on the expression of these genes. Group 2 genes were similar to group 1 in that their epigenetic landscape is supportive of high transcriptional levels in the WT retina and are likely regulated directly by CRX and NRL. Interestingly, these genes do not show the time-dependent chromatin ‘opening’, suggesting that CRX and NRL may not be necessary to initiate chromatin remodeling and could account for the fact that group 2 genes lose expression to a lesser degree than group 1 genes. Finally, group 3 and 6 data suggest that these genes undergo chromatin remodeling in the WT retina that results in a less permissive state. This is consistent with their low or even decreasing expression over time. However, this process is not directly controlled by CRX or NRL, as ChIP-seq binding of these two proteins was not observed in these groups.

### Up-regulated genes are characteristic of cone photoreceptors, likely resulting from de-repression in rods

Since CRX and CRL binding as well as epigenetic data implicate down-regulated genes as being active CRX targets in rods, we investigated if differentially expressed genes normally have rod or cone cell type-specific expression patterns. Using published data [24] to classify these genes as either rod- or cone-enriched (or non-specific), we found a significant overrepresentation of rod genes in groups 1 and 2, although a number of cone genes were also found in group 1 (Fig. 6a; Additional file 10). This was expected considering the mouse retina is rod-dominant and CRX acts as a transcription activator for genes critical for photoreceptor structure and function. 

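Of the 136 genes of group 1, 45 (33.1%) were rod-enriched, and of the 325 genes of group 2, 76 (23.4%), against 240 of 12280 genes (1.95%) in the data (Fisher exact two-sided FDR 3.6e-43 and 2.2e-61 over 8 tests). Cone-enriched genes were 14 (10.3%) of group 1 and 20 (6.15%) of group 2, against 389 (3.17%) in the data (FDR 0.000165 and 0.00715).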

Surprisingly, however, up-regulated groups 3 and 6 contained a significant enrichment of cone transcripts (Fig. 6a; Additional file 10).

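Of the 167 genes of group 3, 154 reached 5 CPM in a P10 group and were tested. Cone-enriched genes made up 37 of these (24.0%) and 32 of 135 (23.7%) in group 6 (Fisher exact two-sided FDR 3.3e-22 and 3.2e-19). Rod-enriched genes were 6 of the 135 in group 6 (FDR 0.0562). The authors' table has 10 rod-enriched genes in group 3, not all of which were tested here.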

**Fig. 6:**
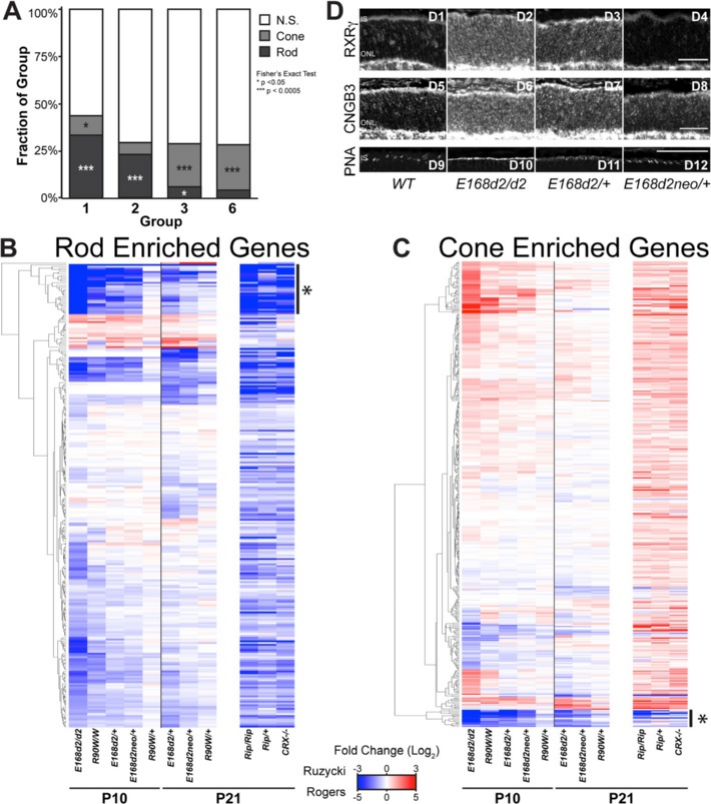
*Crx* mutants lose rod gene expression but up-regulate many phototransduction-unrelated cone gene transcripts. **a** Classification of genes within groups 1, 2, 3, and 6 as rod-enriched (*dark grey*), cone-enriched (*light grey*), or not specific to a particular cell type (*N.S.*, *white*) in the normal adult retina. Rod and cone-enriched genes are defined based on the comparison of published P21 WT to *Nrl−/−* RNA-seq data [24]. Rod: FC ≥ 2, FDR ≤ 0.05. Cone: FC ≤ -2, FDR ≤ 0.05. Fishers exact test, *p < 0.05, ***p < 0.0005. **b**, **c** Heatmaps depict hierarchical clustering of FC relative to WT for all rod-enriched (**b**) and cone-enriched (**c**) genes. Expression data from a published RNA-seq study describing the *Crx Rip/+*, *Rip/Rip*, and *Crx−/−* mice are also separately presented in the order determined by the aforementioned clustering. Regions noted in (**b**) and (**c**) with asterisks are presented in larger format in Additional file 14 and represent many down-regulated genes involved in phototransduction in rods and cones. **d** Immunohistochemical staining for RXRγ, CNGB3, and peanut agglutinin (*PNA*) in P10 WT and three Crx mutant retina sections. Scale bar = 100 μm. *IS* inner segment, *ONL* outer nuclear layer

To determine whether this up-regulation of cone gene expression is a general trend beyond group 3 and 6 genes, we expanded our analysis to all genes enriched in either rods or cones in adult mice. Furthermore, to ensure the results are applicable to other classes of *Crx* mutants, we also analyzed three previously published RNA-seq datasets from other *Crx* mutant models, *Crx−/−*, *Rip/+* and *Rip/Rip*. 

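Over the rod-enriched genes tested, the median log2 ratio to WT at P10 was −0.88 in *E168d2/d2* and −0.50 in *R90W/W* (camera FDR 1.02e-44 and 2.2e-26), and over the cone-enriched genes it was 0.34 and 0.18 (FDR 0.000872 and 0.00117). Rod-enriched genes made up 27.2% of the genes lower in *E168d2/d2* and 30.5% of those lower in *R90W/W*, and cone-enriched genes 23.1% and 31.4% of those higher. Cone-enriched genes were also overrepresented among lower genes, with 7.11% in *E168d2/d2* (28 genes; ratio to tested genes 2.25, Fisher exact two-sided FDR 0.000108) and 9.47% in *R90W/W* (18 genes; 3.01, FDR 6.1e-05). Of the settings tried, median log-ratio scaling moved the share of cone-enriched genes among the higher genes of *E168d2/d2* most, to 27.3%.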

The results, presented as heatmaps (Fig. 6b, c), showed a broad switch in the global pattern of gene expression in all mutants, with loss of expression of a large set of rod genes (Fig. 6b) and increased expression of transcripts normally enriched in cones (Fig. 6c). There were exceptions: expression of a small number of cone genes (indicated with an asterisk at the bottom of Fig. 6c) was consistently decreased in all the *Crx* mutants. These represented key cone-specific phototransduction genes, including *Pde6h*, *Arr3*, *Opn1mw*, *Opn1sw*, *Gnat2*, and others (Figure S10b in Additional file 14). 

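Cone-enriched genes called lower than WT numbered 28 of 385 tested in *E168d2/d2*, 18 of 380 in *R90W/W*, 20 of 380 in *E168d2/+*, 11 of 378 in *E168d2neo/+* and 1 of 373 in *R90W/+* at P10. At P21 they numbered 21 of 362 in *E168d2/+*, 12 of 364 in *E168d2neo/+* and 3 of 357 in *R90W/+*. In the homozygotes more cone-enriched genes were called higher than lower, 64 in *E168d2/d2* and 22 in *R90W/W*, and in *E168d2neo/+* at P10 also, with 13. Fewer were in *E168d2/+*, with 13 at P10 and 12 at P21, in *E168d2neo/+* at P21, with 4, and in *R90W/+*, with 0 at both ages. Among higher genes, rod-enriched genes were overrepresented in *E168d2/+* at P10 (6 of 60, Fisher exact two-sided FDR 0.00167) and P21 (7 of 51, 0.000172). They were too in *E168d2neo/+* at P21 (4 of 14, FDR 0.000286), and in no other comparison with WT (FDR 0.207 or more).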

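At P10 the log2 ratio to WT of *Pde6h* in *E168d2/d2*, *R90W/W*, *E168d2/+*, *E168d2neo/+* and *R90W/+* was −7.30, −1.60, −4.72, −1.99 and −0.094. For *Gnat2* it was −0.69, −1.22, −1.38, −1.03 and −0.25 in the same order, so that *Gnat2* fell less in *E168d2/d2* than in *R90W/W*. *Opn1mw* measured 24.0 ± 2.57 CPM in WT, 0.439 ± 0.0764 in *E168d2/d2*, 3.08 ± 0.881 in *E168d2/+*, 5.94 ± 0.291 in *E168d2neo/+* and 22.7 ± 12.4 in *R90W/+* (mean ± SD). *Opn1sw* changed by −3.58, −2.99, −2.13 and −1.66 in the first 4 groups, and *Arr3* by −6.81 and −3.42 in the homozygotes. At P21 *Arr3* changed by −1.49 (SE 0.29, limma FDR 0.0125) and *Opn1mw* by −2.14 (SE 0.45, limma FDR 0.0153) in *E168d2/+*; without WT replicate C these limma FDR were 0.0522 and 0.0585, and without *E168d2/+* replicate C 0.0535 and 0.0643. All 3 libraries of each group called changed lay beyond the WT libraries.

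**Figure D2:**
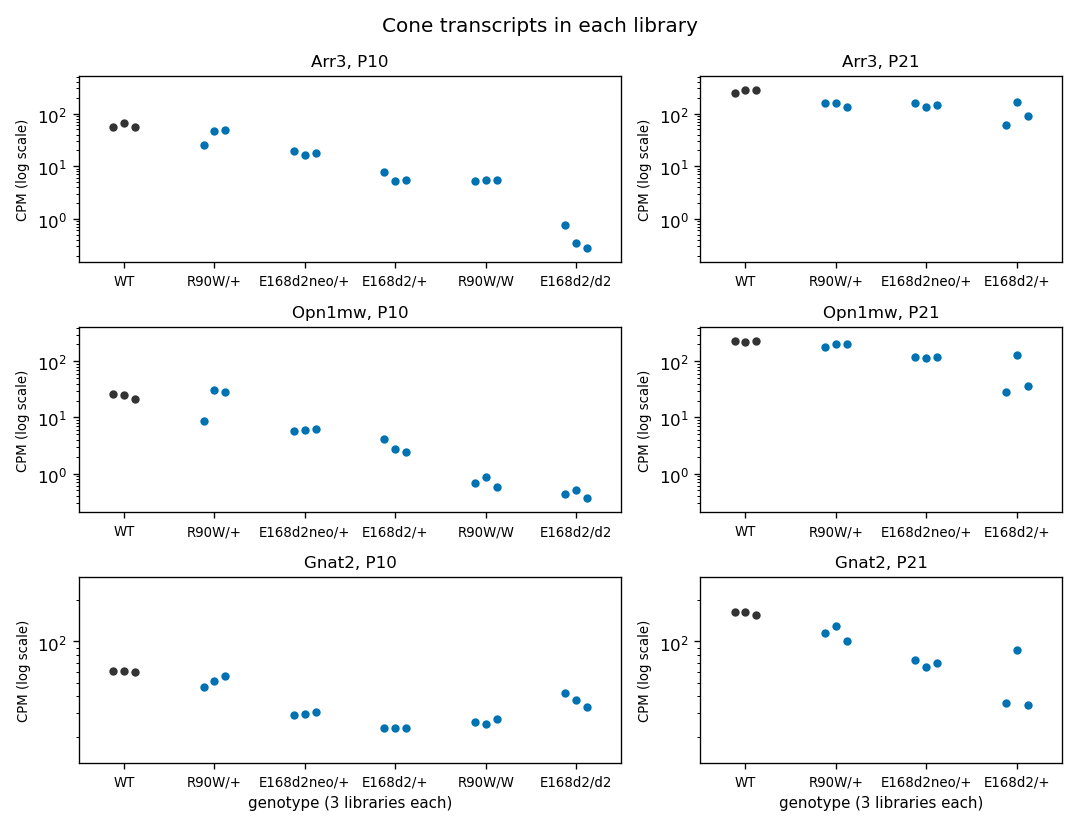
Expression (CPM, log scale) of *Arr3*, *Opn1mw* and *Gnat2* in each library at P10 (WT, *R90W/+*, *E168d2neo/+*, *E168d2/+*, *R90W/W*, *E168d2/d2*) and P21 (WT, *R90W/+*, *E168d2neo/+*, *E168d2/+*). Dots: single libraries, 3 per group; WT dark, mutants blue.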

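Rod genes fell more in the homozygotes and *E168d2/+* than in *R90W/+* at P10. *Gnat1* had a log2 ratio to WT in *E168d2/d2*, *R90W/W*, *E168d2/+*, *E168d2neo/+* and *R90W/+* of −3.96, −3.51, −2.15, −2.31 and 0.16, *Cngb1* of −7.00, −0.63, −1.02, −0.61 and 0.039 and *Pde6g* of −5.60, −1.18, −0.91, −0.70 and −0.075. The limma FDR was at most 0.00142 for *Gnat1*, *Cngb1* and *Pde6g* in the first 4 groups, and in those groups every mutant library lay below every WT library. In *R90W/+* the FDR was 0.581, 0.641 and 0.611, and libraries overlapped with WT. For *Gnat1* the *E168d2neo/+* libraries, at 113 to 149 CPM, lay within the range of the *E168d2/+* libraries, 73.5 to 240 CPM. The call of *Cngb1* in *E168d2/+* depended on single libraries, with −0.94 without its replicate C.

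**Figure D3:**
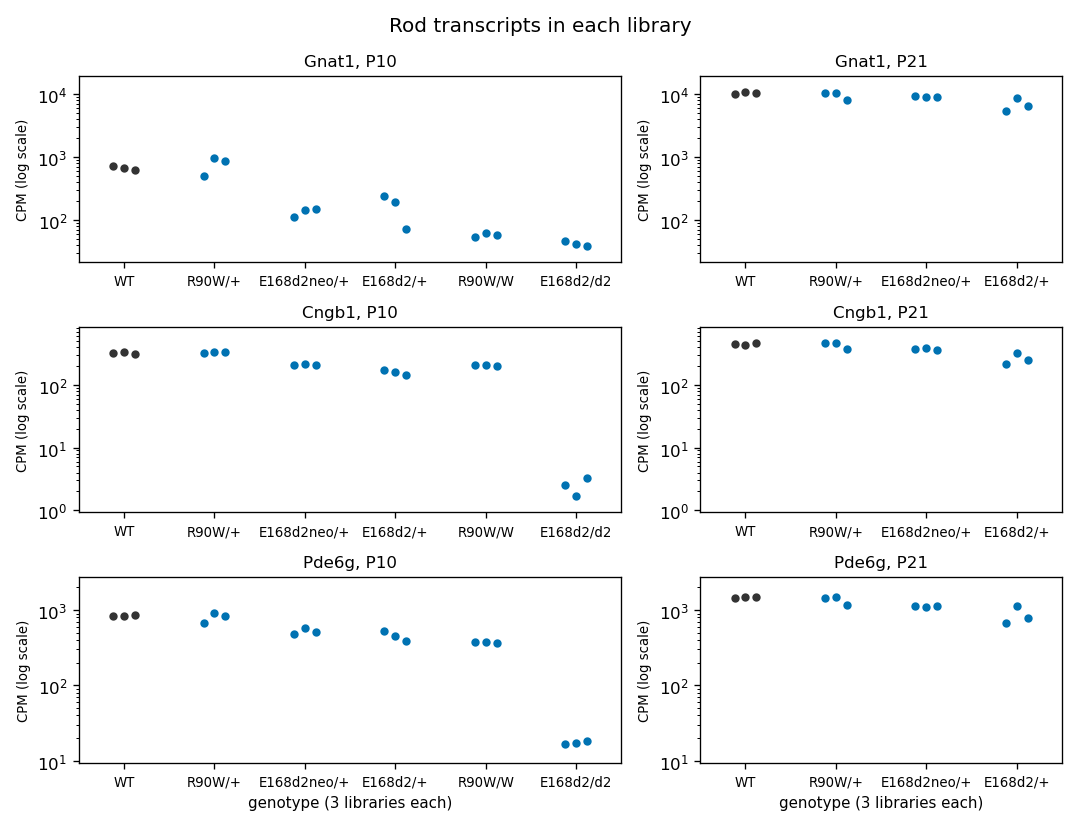
Expression (CPM, log scale) of *Gnat1*, *Cngb1* and *Pde6g* in each library at P10 (WT, *R90W/+*, *E168d2neo/+*, *E168d2/+*, *R90W/W*, *E168d2/d2*) and P21 (WT, *R90W/+*, *E168d2neo/+*, *E168d2/+*). Dots: single libraries, 3 per group; WT dark, mutants blue.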

Their loss of expression was similar to rod-specific phototransduction components that also consistently decreased, including *Rho*, *Gnat1*, *Cngb1*, and *Pde6g* (Fig. 6b, marked by asterisk; Figure S10a in Additional file 14). 

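Over the rod-enriched genes the median log2 ratio to WT at P10 was −0.046 in *R90W/+* (camera FDR 0.0115), −0.26 in *E168d2neo/+* (9.02e-20) and −0.33 in *E168d2/+* (2.52e-22). Over the cone-enriched genes it was 0.03, 0.082 and 0.07 (FDR 0.573, 0.0554 and 0.429). Without *R90W/+* replicate A the rod-enriched median of *R90W/+* was −0.014, with a camera FDR of 0.39. With the correlation between genes estimated, camera called rod-enriched genes in none of these groups at P10, and at P21 in *E168d2neo/+* alone. At P21 the rod-enriched medians were −0.13, −0.23 and −0.38 (FDR at most 1.23e-12), and the cone-enriched medians 0.0033, 0.056 and 0.064, of which none was called. In *E168d2/+* at P21 camera leaned down and fry up for the cone-enriched genes, with a median above 0.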

Again, rod-enriched genes and cone-enriched genes displayed graded changes that reflected phenotype severity in our models (most severe in *E168d2/d2*, least severe in *R90W/+*). These results also place the *Rip* model (*Rip/+* and *Rip/Rip*) in line with other *Crx* models, demonstrating even more severe expression changes than *E168d2/d2*, although the RIP protein is thought to cause disease by a distinct molecular mechanism [24].

Because RNA-seq was performed on whole-retina samples, the down-regulation of rod genes and up-regulation of cone genes could represent a decrease in the number of rods and an increase in cones. However, previously published histology showed that, in fact, the proportions of these cell populations shift in the opposite direction, as the *E168d2/+* retina has a very severe and early depletion of cone photoreceptors, prior to any loss of rod photoreceptors [21]. In fact, all *Crx* mutant mouse models, including *Crx−/−* and *Rip/+*, show a similar trend of rapid cone loss followed by slower rod degeneration. This result was also unexpected considering the role of CRX in trans-activating cone as well as rod genes [21, 28]. This raised the possibility that the up-regulated cone genes were abnormally derepressed in the mutant rods. To further understand the molecular mechanism underlying mis-expression of cone genes in mutant rods, we assessed all rod- and cone-enriched transcription factors for expression changes in the mutants. 

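The transcription factor gene *Esrrb* had a log2 ratio to WT at P10 of −1.06 (SE 0.24, limma FDR 0.0119) in *E168d2/+* and −0.94 (SE 0.059, limma FDR 1.87e-06) in *E168d2neo/+*. Its limma FDR in *E168d2/+* was 0.052 without WT replicate A and 0.0516 without WT replicate B. *Pias3* changed by −0.74 (SE 0.043, limma FDR 1.81e-06), −0.35 (SE 0.046, limma FDR 0.000395) and −0.21 (SE 0.045, limma FDR 0.00832) in *E168d2/+*, *E168d2neo/+* and *R90W/+*, with every mutant library below WT. For *Otx2* the ratios were 0.16 (SE 0.057, limma FDR 0.0678), 0.47 (SE 0.062, limma FDR 0.000414) and 0.18 (SE 0.068, limma FDR 0.11).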

Consistent with overall expression changes, we observed a general loss of rod transcription factors and enhanced expression of many cone-enriched transcription factors (Figure S11a, b in Additional file 15). However, the reduced expression of genes encoding rod-specific factors essential for maintaining rod cell fate, such as *Nrl* and *Nr2e3*, was rather minor or even absent in the heterozygous *E168d2 and R90W* mutants, unlike that reported for *Rip* mice [24]. Instead, these results suggest an unexpected role for CRX in rods to repress cone-enriched genes, including a number of cone-enriched transcription factors. 

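*Nrl* had a log2 ratio to WT at P10 of −0.93 in *E168d2/d2*, −0.51 in *R90W/W*, −0.13 in *E168d2/+*, −0.041 in *E168d2neo/+* and −0.12 in *R90W/+* (limma FDR 3.98e-08, 7.77e-09, 0.0679, 0.638 and 0.133). *Nr2e3* had −0.43, −0.19, −0.032, 0.29 and −0.10 (FDR 2.11e-05, 0.000341, 0.692, 0.00318 and 0.388). All 3 libraries of each homozygote lay below WT for both genes. At P21 *Nrl* was at −0.31 in *E168d2/+* (FDR 0.0132), with all 3 libraries below WT, at 0.017 in *E168d2neo/+* (FDR 0.833) and at 0.03 in *R90W/+* (FDR 0.874). With median log-ratio scaling the value of *Nrl* in *E168d2/d2* was −1.02.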

To test whether CRX could play a direct role in repressing these cone-enriched transcription factors, we examined the CRX ChIP-seq data (Figure S11a–c in Additional file 15) for evidence supporting a direct interaction of CRX with up-regulated cone transcription factors in rod cells. Some up-regulated cone transcription factors showed low chromatin immunoprecipitation (ChIP) signal in WT retina, suggesting a potential repressive binding in rods, but the pattern was not consistent (Figure S11c in Additional file 15). Thus, loss of repression of cone genes in mutants is likely a secondary effect. In contrast, ~33 % of rod genes were bound by CRX, significantly enriched over random genes (~8 %). Furthermore, when compared with NRL ChIP-seq data, >73 % of CRX-bound rod genes were also bound by NRL, but no enrichment of NRL binding was observed for cone genes (data not shown), consistent with CRX’s interaction with NRL to activate the expression of rod genes, but not cone genes.

To verify that these cone transcripts are being de-repressed in mutant photoreceptors that normally would adopt a rod cell fate, we performed immunohistochemistry for several cone targets on retinal sections from three *E168d2* sublines and WT control mice at P10. 

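*Rxrg* measured 12.9 ± 1.66 CPM in WT at P10 (mean ± SD). Its log2 ratio to WT was 2.70 (SE 0.088, limma FDR 4.08e-10) in *E168d2/d2*, 2.42 (SE 0.079, limma FDR 2.88e-14) in *R90W/W*, 1.31 (SE 0.1, limma FDR 1.47e-05) in *E168d2/+*, 0.77 (SE 0.1, limma FDR 0.000497) in *E168d2neo/+* and 0.12 (SE 0.1, limma FDR 0.501) in *R90W/+*. In the first 4 groups every library lay above every WT library. At P21 the ratio was 0.19 (SE 0.15, limma FDR 0.379) in *E168d2/+*, 0.19 (SE 0.11, limma FDR 0.285) in *E168d2neo/+* and 0.10 (SE 0.13, limma FDR 0.767) in *R90W/+*, and libraries overlapped with WT. *Cngb3*, the second cone marker stained in the paper, had 0.91 (SE 0.071, limma FDR 8.91e-07) in *E168d2/d2*, 0.78 (SE 0.059, limma FDR 5.1e-09) in *R90W/W*, 1.57 (SE 0.064, limma FDR 1.84e-07) in *E168d2/+*, 1.05 (SE 0.08, limma FDR 8.03e-06) in *E168d2neo/+* and 0.18 (SE 0.077, limma FDR 0.154) in *R90W/+* at P10, another order than *Rxrg*. It stayed above WT at P21, by 1.47 (SE 0.084, limma FDR 8.67e-05) in *E168d2/+* and 0.86 (SE 0.056, limma FDR 3.32e-06) in *E168d2neo/+*, and not in *R90W/+* (−0.11 (SE 0.081, limma FDR 0.582)).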

The nuclear receptor RXRγ (retionoid X receptor gamma) is preferentially expressed by cones in P10 WT retina, and is up-regulated in most *Crx* mutants by RNA-seq and qRT-PCR [21] (Table S1a, b in Additional file 1; biological replicate RNA-seq raw mapped sequencing reads displayed in Figure S2a, b in Additional file 4). As shown in Fig. 6D (panels D1–D4), instead of the cone-expression pattern in normal retina (Fig. 6d, panel D1), RXRγ immunoreactivity was detected in most outer nuclear layer (ONL) cells of the homozygous and heterozygous *E168d2* mutant retinas (Fig. 6d, panels D2 and D3), with a perinuclear distribution similar to the pattern reported for rod transcription factors [8]. The ONL RXRγ staining appeared stronger and more widely spread in *E168d2/d2* than *E168d2/+* retinas. The enhanced RXRγ immunoreactivity was not seen in *E168d2neo/+* ONL where the rods were not disturbed. Immunostaining of the second cone marker, CNGB3 (cyclic nucleotide gated channel beta 3), displayed similar patterns of enhanced ONL expression in affected mutant rods (Fig. 6d, panels D5–D8). We next assessed peanut agglutinin (PNA) binding (Fig. 6d, panels D9–D12), which normally stains the cone sheath including cone outer segments and pedicles. Figure 6d shows that, despite the lack of cones and rod outer segments in *E168d2/d2* retinas, a strong and uniform PNA staining was seen across the outer margin of the entire retina (Fig. 6d, panel D6), suggesting that mutant rods adopt cone-like characteristics of their sheath. *E168d2neo/+* retinas did not show enhanced PNA binding at this age (Fig. 6d, panel D12), while *E168d2/+* showed an intermediate PNA staining that was higher than in WT but much lower than in *E168d2/d2* retinas. Taken together, all three selected cone markers showed enhanced expression in mutant rods in the order *E168d2/d2* > *E168d2/+* > *E168d2neo/+*, thus confirming RNA-seq findings of the impact of *Crx* mutations on rod cell fate.

In summary, our RNA-seq analyses identified graded expression changes of shared gene sets in seven available mouse models for *CRX*-associated disease. Using the data presented and referenced in this paper [2, 21, 24], these models can be ranked as illustrated in Fig. 7, with the lightest bars representing the model with most severely affected rod and cone gene expression. This order correlates with phenotype severity by morphological and electrophysiological standards, and with changes in gene expression in rods and cones. This correlation was seen not only for down-regulated rod and cone genes encoding phototransduction components, but also for those up- and down-regulated gene sets that highlight the partial rod to cone conversion of the developing photoreceptors. The schematic also predicts the level of photoreceptor identity and function in various models. Most importantly, the different gene expression changes between some phenotypically distinct *Crx* mutant models (such as *E168d2/+* versus *E168d2neo/+*) were rather modest, in contrast to their substantial impact on the disease phenotype.

**Fig. 7:**
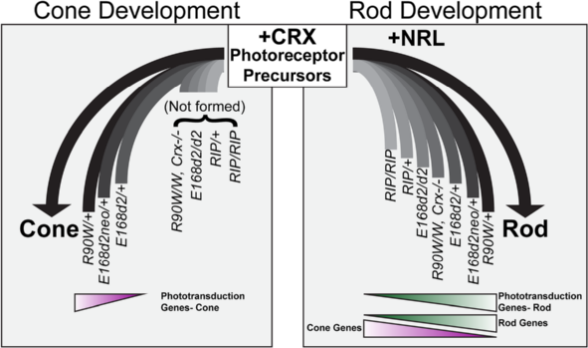
Model of how *Crx* mutation-caused gene expression changes affect rod and cone development. The *left panel* describes the formation of cones in a subset of the *Crx* mutants and variable levels of those cells’ expression of phototransduction genes. The *right panel* shows how development of rods in all models is related to their gene expression changes. It also emphasizes the novel findings that *Crx* mutant rods display a graded phenotype of both the decreased expression of proper rod genes, and the mis-expression of cone genes

### Testing the effect of gene expression changes on light-dependent degeneration

#### *E168d2neo*/+ but not *E168d2*/+ mice are sensitive to light damage

To validate the phenotypic significance of the small differences in gene expression between *E168d2/+* and *E168d2neo/+* mice (Fig. 4c), we analyzed expression of genes involved in the photoreceptor retinoid (visual) cycle that is responsible for the recycling of visual pigment chromophore 11-*cis*-retinal by RNA-seq (Fig. 8a; Figure S2a, b in Additional file 4) and qRT-PCR (Table S1c in Additional file 1). This discrete set of visual cycle genes expressed in photoreceptors also showed a similar pattern of expression changes across the mutant lines (Fig. 8a): *R90W/+* showed little or no changes relative to WT, while *E168d2/+* and *E168d2neo/+* showed reduction in gene expression levels. 

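Over the 7 visual cycle genes the median log2 ratio to WT was −1.02 in *E168d2/d2*, −0.42 in *R90W/W*, −0.44 in *E168d2/+*, −0.38 in *E168d2neo/+* and −0.095 in *R90W/+* at P10 (camera FDR 9.68e-05, 0.00246, 0.00177, 0.00104 and 0.573). Genes past both limits and lower numbered 4, 3, 2, 1 and 0; in *R90W/+* limma gave 1 lower and 1 higher at FDR alone. At P21 the median was −0.39 in *E168d2/+*, −0.091 in *E168d2neo/+* and −0.00096 in *R90W/+* (FDR 0.000802, 0.00963 and 0.431). These FDR rest on the preset correlation of 0.01 between genes. With the correlation estimated, camera called the list in no group at either age, though with 3 libraries in a group that correlation is poorly known. Fry called the list in the same groups as camera with the preset correlation. *Rdh8* measured 69.4 ± 1.78 CPM in WT, 30.2 ± 6.30 in *E168d2/+* and 37.8 ± 2.58 in *E168d2neo/+* at P10 (mean ± SD). *Rdh10* rose in both, by 0.48 (SE 0.05, limma FDR 9.6e-05) and 0.45 (SE 0.065, limma FDR 0.000777).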

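At P10 *Rdh12* had a log2 ratio to WT in *E168d2/d2*, *R90W/W*, *E168d2/+*, *E168d2neo/+* and *R90W/+* of −6.29, −1.21, −1.38, −1.06 and −0.002, *Rbp3* of −1.12, −0.19, −0.44, −0.21 and 0.045 and *Abca4* of −1.02, −1.43, −0.49, −0.66 and −0.34. The limma FDR was at most 0.0273 in the first 4 groups for all 3 genes, whose mutant libraries all lay below WT there, and 0.986, 0.683 and 0.00523 in *R90W/+*. At P21 *Rdh12* had −1.05 (SE 0.2, limma FDR 0.0103) in *E168d2/+*, and −0.87 and −0.95 without its replicates A and C. Under quantile normalization *Abca4* and *Rbp3* in *E168d2/d2* had −0.93 and −0.88.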

We validated the expression patterns of three visual cycle genes, *Rbp3*, *Rdh12* and *Abca4*, by qRT-PCR and results were consistent with RNA-seq findings (Table S1c in Additional file 1). We hypothesized that, as a result of these changes combined with slight shifts in expression levels of phototransduction genes (Fig. 4b), the two *E168d2* sublines may have different sensitivity to light-induced damage (LD). Exposing mice to high intensity light for an extended period of time puts stress on the retina and can lead to photoreceptor degeneration [29]. LD-related degeneration depends on three interconnected pathways (Fig. 8b): 1) the phototransduction pathway, 2) the visual cycle in the retinal pigment epithelium (RPE) and 3) the visual cycle in photoreceptor cells. Most mouse models with disruptions to components of phototransduction are insensitive to LD [30], while mice with an impaired visual cycle in photoreceptors generally have increased sensitivity to LD [31–35]. To test if the transcriptional defects in *E168d2/+* and *E168d2neo/+* mice alter their sensitivity to LD, we exposed 6-week-old WT, *E168d2/+* and *E168d2neo/+* mice to a high intensity light [12–13.5 kilolux (KLUX); ~10–20 times brighter than ambient light conditions] for 8 h. Following LD exposure, mice were kept in a 12 h ambient light/dark cycle for 7 days before retinal function and morphology were assessed. All the mice tested were backcrossed to the *C57BL/6 J* background for more than ten generations, which is resistant to LD [36]. As expected, WT mice were highly resistant to LD and displayed normal retinal morphology (Fig. 8d versus Fig. 8c, left panels), normal ONL thickness as determined by morphometry (Fig. 8e, left panel), and normal retinal function as measured by ERG (Figure S12a in Additional file 16, black dashed lines versus black solid lines) compared with WT controls that were not exposed to LD. *E168d2/+* mice exposed to LD did not show differences in retinal morphology (Fig. 8d versus Fig. 8c, middle panels) or ONL thickness (Fig. 8e, middle panel) and showed only minor ERG differences compared with normal light-exposed *E168d2*/+ controls (Figure S12a in Additional file 16, red dashed lines versus red solid lines). In contrast, *E168d2neo*/+ mice exposed to LD showed shortened outer segments and a loss of ONL nuclei, ~3–4 nuclei compared with ~10–12 nuclei in normal light *E168d2neo*/+ mice (Fig. 8d versus Fig. 8c, right panels). Morphometry revealed significant reduction in ONL thickness at the inferior −100 μm and superior 100 μm and 500 μm positions, with the thickness at 500 μm being most affected (~58 % reduced; Fig. 8e, right panel). Retinal function was also affected with dark-adapted a-waves, dark-adapted b-waves and light-adapted b-waves all showing reduced maximal response amplitudes compared with *E168d2neo*/+ controls kept in normal light (Figure S12a in Additional file 16, blue dashed lines versus blue solid lines). These data suggest that *E168d2neo*/+ mice are more susceptible to LD than either *E168d2*/+ or WT mice, providing further insight into the distinct pathobiology of *E168d2/+* and *E168d2neo/+* mice.

**Fig. 8:**
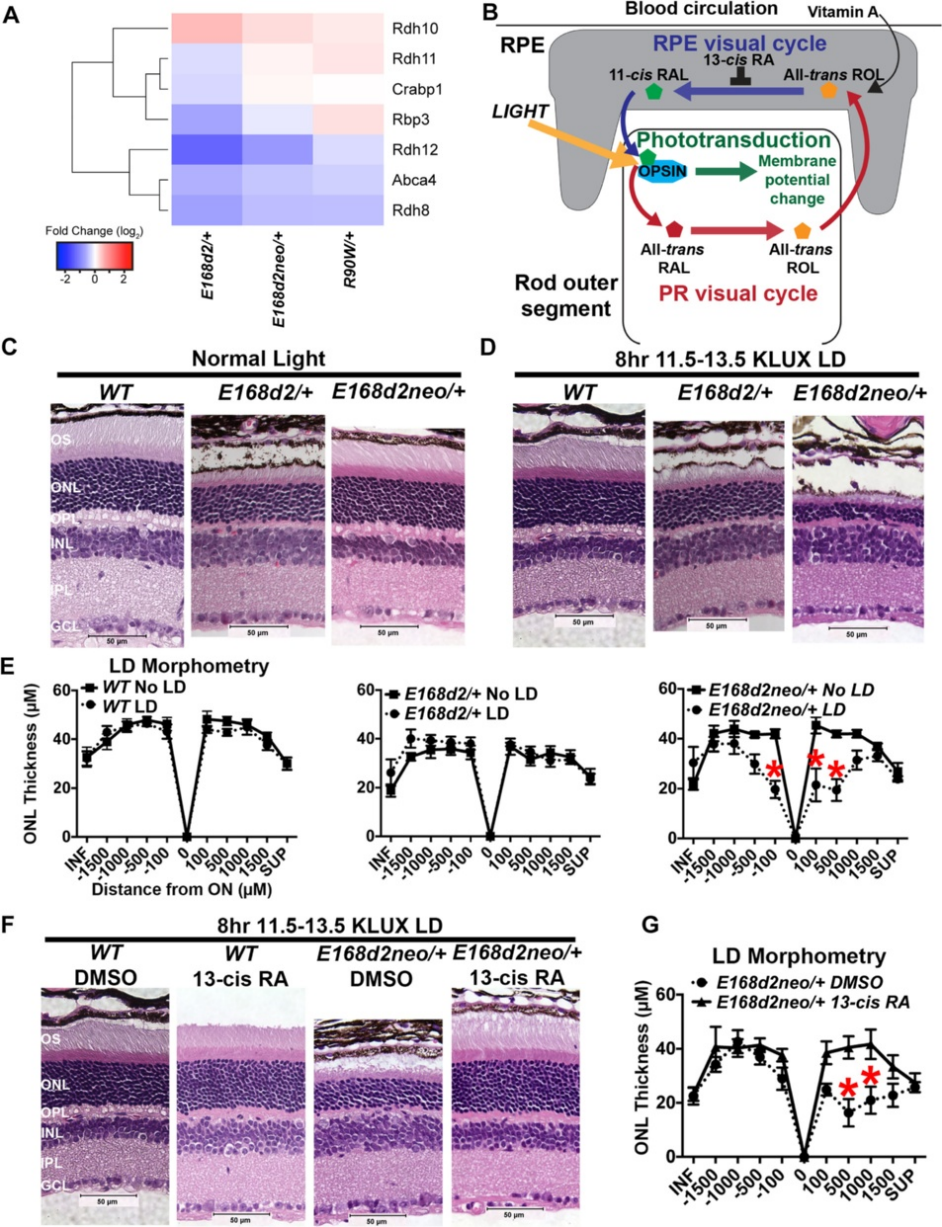
Light-dependent photoreceptor degeneration in *E168d2neo/+* mice. **a** Heatmap presents P21 *Crx* mutant FC relative to WT for genes involved in the photoreceptor visual cycle. **b** Model for the RPE visual cycle: visual chromophore [11-*cis*-retinal (*RAL*)] is generated in the retinal pigmented epithelium (*RPE*) and delivered to the photoreceptor; stimulation of 11-*cis* RAL bound to an opsin protein activates the phototransduction cascade leading to photoreceptor membrane hyperpolarization; this process isomerizes 11-*cis* RAL into all-*trans* RAL, which is then recycled back into 11-*cis*-RAL through a series of enzymatic steps, known as the visual cycle, in the photoreceptor and RPE. The drug 13-*cis* retinoic acid (*13-cis-RA*) blocks the synthesis of 11-*cis*-RAL, effectively reducing the burden on the retinoid cycle. *ROL* retinol. **c**, **d** Retinal morphology of 6-week-old mice with indicated genotypes under normal light conditions: 12 h room light–dark cycle (**c**) or light damage (*LD*) treatments (8 h 11.5–13.5 KLUX bright light followed by 7 days of normal light–dark cycles) (**d**). Retinal morphology was assessed by hematoxylin and eosin (H&E) staining of sagittal retinal sections through the optic nerve (ON). Images were taken in the central superior retina (~500 μm from the ON). **e** Morphometry quantification of ONL thickness for the samples presented in (**c**, **d**). Error bars represent standard error of mean (SE) from three or more biological replicates and significance was calculated using two-way ANOVA. Data points that significantly differ from the control (*p* ≤ 0.05) are marked by *red asterisks*. **f**, **g** Effect of 13-*cis* retinoic acid (*13-cis-RA*) pretreatment on LD in *E168d2neo/+* mutant mice: retinal morphology (**f**) and morphometry (**g**) at 7 days following LD where mice were pretreated with 13-*cis*-RA or dimethyl sulfoxide (*DMSO*) as control. Note the significant improvements in ONL thickness and photoreceptor outer segment (*OS*) length in the mice treated with 13-*cis*-RA. *GCL* ganglion cell layer, *INL* inner nuclear layer, *IPL* inner plexiform layer, *ONL* outer nuclear layer, *OPL* outer plexiform layer, *OS* outer segment. Scale bar = 50 μm

#### *E168d2neo*/+ sensitivity to light damage is linked to abnormal visual cycle in photoreceptors

To determine if the increased sensitivity to LD in *E168d2neo*/+ mice reflects changes in expression of visual cycle genes, mice were pre-treated with 13-*cis* retinoic acid (13-*cis*-RA; isotretinoin) before LD exposure. 13-*cis-*RA interferes with the regeneration of visual chromophore (11-*cis*-retinal) and is a strong antagonist of the RPE-driven phase of the visual cycle [37]. Inhibiting the visual cycle at the earliest stage reduces the production of toxic retinoid intermediates in the retinoid pathway during LD (Fig. 8b). This treatment strategy was previously shown to effectively ameliorate retinal degeneration in mouse models with impaired visual cycle [34, 35, 37]. Retinas of WT mice pretreated with 13-*cis*-RA and exposed to LD were morphologically indistinguishable from dimethyl sulfoxide (DMSO)-injected controls (Fig. 8f, two left panels). In contrast, retinas of *E168d2neo*/+ animals pretreated with 13-*cis*-RA were almost completely protected from the rapid degeneration observed in DMSO-injected *E168d2neo/+* controls (Fig. 8f, two right panels). Retinas of 13-*cis* RA-pretreated *E168d2neo*/+ mice revealed significant improvements in ONL thickness at the superior 500 μm and 1000 μm positions (Fig. 8g, right panel) compared with those that were DMSO treated. Retinal function was also better preserved in 13-*cis*-RA pretreated mice. Amplitudes of dark-adapted ERG a-wave, dark-adapted b-wave and light-adapted b-wave were all significantly restored in 13-*cis*-RA pretreated *E168d2neo*/+ mice compared with DMSO-injected controls (Figure S12b in Additional file 16, green lines versus blue dashed lines). To validate that LD sensitivity is linked to intrinsic defects in the visual (retinoid) pathway, we tested rod dark adaptation in WT and *E168d2neo*/+ mice. Following >90 % rhodopsin photobleach, the dark adaptation of *E168d2neo*/+ mouse rods was substantially delayed compared with that in WT mice (Figure S12c in Additional file 16, blue line versus black line). Pretreatment of *E168d2neo*/+ mice with 13-*cis*-RA strongly delayed rod dark adaptation further (Figure S12c in Additional file 16, red line versus blue line), indicating that 13-*cis*-RA effectively blocked regeneration of visual pigment by the RPE visual cycle. Together, these data suggest that the increased sensitivity of *E168d2neo*/+ mouse retinas to LD is linked to intrinsic defects in the photoreceptor visual cycle.

Finally, to determine if the degeneration of photoreceptors in *E168d2*/+ mice is at all affected by ambient light conditions, we reared *E168d2*/+ mice under either a normal 12 h light/dark cycle or in constant darkness. Retinal morphology of *E1682*/+ mice raised under either light condition was indistinguishable at 3 and 6 months of age (Additional file 17), suggesting that photoreceptor degeneration in *E168d2*/+ mice is independent of light conditions. These results illustrate that photoreceptor degeneration in *E168d2*/+ and *E168d2neo*/+ mice is mediated by discrete light-independent and light-dependent mechanisms, respectively.

## Discussion

### Gene expression in animal models for *CRX*-associated retinopathies

Our RNA-seq results for mutant *Crx E168d2* and *R90W* mouse retinas improve and expand upon previously published genomic expression microarray studies and qRT-PCR on these mouse lines [21]. The increased sensitivity of this platform allowed for the detection of more differentially expressed genes, especially for genes with low expression level, and also for the detailed analysis of the modest expression level differences between heterozygous animals. In combination with RNA-seq data from *Crx−/−* and *Rip* mice [24], a comprehensive dataset of retinal gene expression now exists for *Crx* mutant models with a range of phenotypes that reflect human disease. We have used these datasets to identify key changes in gene expression that correlate with disease severity.

Our results suggest that even relatively small changes in gene expression level can have a profound effect on the delicate balance of cellular pathways critical for photoreceptor function and survival, especially phototransduction and the visual cycle. Our RNA-seq analysis of retinal gene expression in mutant *Crx* mouse models by several methods indicates graded changes in photoreceptor gene expression at every level from overall expression patterns down to specific cellular pathways. First, homozygous mice were always more severely affected than their heterozygous counterparts (Additional file 5). 

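Over the 162 genes lower in both *E168d2/d2* and *R90W/W* at P10, the median log2 ratio to WT in the heterozygotes was −1.06 ± 0.11 in *E168d2/+*, −0.91 ± 0.059 in *E168d2neo/+* and −0.42 ± 0.14 in *R90W/+* (mean ± SD of 3 libraries). Over the 51 genes higher in both it was 0.87 ± 0.16, 0.66 ± 0.038 and 0.38 ± 0.025. These genes were chosen on the homozygous libraries and not on those of the heterozygotes. The homozygotes carry mutations of the heterozygotes, and all groups share the WT libraries. Whether the choice favours any of the 3 heterozygotes was not tested.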

Among homozygous and heterozygous mice, expression changes from least to most severe consistently followed the pattern *R90W < E168d2neo* < *E168d2*. These patterns were observed for both down-regulated and up-regulated genes. 

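As a measure over all genes, the root mean square log2 ratio to the WT mean at P10 was 0.219 for *R90W/+*, 0.297 for *E168d2neo/+*, 0.336 for *E168d2/+*, 0.389 for *R90W/W* and 0.640 for *E168d2/d2* (means of 3 libraries), against 0.123 for single WT libraries. Libraries of *E168d2neo/+* ranged from 0.282 to 0.326 and those of *E168d2/+* from 0.319 to 0.365, so these ranges overlapped. At P21 the order was another: 0.295 for *E168d2neo/+*, 0.316 for *R90W/+* and 0.352 for *E168d2/+*, against 0.159 for WT libraries. Libraries of these mutants ranged from 0.254 to 0.370, from 0.223 to 0.374 and from 0.239 to 0.430, so they overlapped. Crystallins, the pattern of lens tissue carried over, took 1.45% and 2.84% of CPM in *R90W/+* replicates A and C. They took 1.33% in *E168d2neo/+* replicate C. The measure was not taken without crystallins, so the P21 order cannot be set against severity.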

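*E168d2/+* shared 74 lower and 21 higher genes between P10 and P21, *E168d2neo/+* 29 and 4, and *R90W/+* 5 and 0. Genes changed in opposite directions were few: 1 between *E168d2/+* and *R90W/+* and 1 between *E168d2neo/+* and *R90W/+* at P10, 2 between *R90W/+* and *E168d2/d2*, and none between *E168d2/+* and *E168d2neo/+* at either age.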

A high degree of overlap existed in the differentially expressed genes among models (Figs. 2 and 3; Additional file 8) and few genes displayed opposite expression patterns between models (Fig. 5). This suggests that few unique gene targets exist between models, and non-overlapping genes largely result from genes with similar trends in expression that simply do not pass the significance threshold of the in silico analysis. Graded changes were also observed for genes involved in retinal development; *Crx* mutants showed impairment in both the activation and repression of genes that shift expression patterns from P10–P21 (Additional file 9). Despite having collected mRNA from the whole retina, we were able to determine that the differentially expressed genes mostly occurred in rod and cone photoreceptors by using known patterns of cell type-specific retinal gene expression (Fig. 4a). This was consistent with CRX’s expression pattern and role in photoreceptor maturation. Within photoreceptor-specific pathways involved in light response, namely rod and cone phototransduction and the visual cycle, all *Crx* mutant models displayed graded down-regulation (Figs. 4b and 8a). Aside from these pathways, down-regulated genes tended to be rod genes, while up-regulated genes tended to be cone genes de-repressed in rods (Fig. 6; Additional file 15). We investigated genes that did not fall into either category (Additional file 10) but did not find any other major trends beyond this. Expansion of this analysis by assessing expression of all known rod or cone-enriched genes again showed a graded pattern of expression changes in these genes (Fig. 6b, c), including rod and cone-specific transcription factors (Figure S11a, b in Additional file 15). Re-analysis of previously published microarray data [21] showed the same trends of gene expression changes (data not shown). Finally, by analyzing RNA-seq results from two previously published animal models, *Crx−/−* and *Rip*, we were similarly able to detect graded expression changes in a common gene set (Fig. 6). In all, our analyses show graded changes in gene expression at several levels in *Crx* mutant mice for both down-regulated and up-regulated genes.

### Different modalities for down-regulated and up-regulated gene expression

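Genes lower than WT made up 68.6% of the changed genes in *E168d2/+*, 66.9% in *E168d2neo/+* and 66.7% in *R90W/+* at P10, and 72.9%, 82.5% and 76.5% at P21. Quantile normalization moved the share in *R90W/+* at P10 to 53.1%. For the other heterozygous comparisons the share stayed at 64.8% or more under both scalings tried.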

While *Crx* mutant mice showed both down-regulated and up-regulated expression (Table 2), more genes were down-regulated in every mouse model tested. This is consistent with CRX’s established role as a transcriptional activator, though CRX does act as a repressor in certain contexts [38]. Utilizing available CRX [15] and NRL ChIP-seq [17] data sets and epigenetic data sets including DHS from the ENCODE project [22] and active (H3K4me2) and repressive (H3K27me3) histone marks [23], we identified patterns in the proximal cis-regulatory elements of differentially expressed genes. CRX and NRL binding were enriched at genes that were down-regulated in *Crx* mutant models, suggesting these genes are direct targets, while genes that were up-regulated were not enriched for CRX or NRL binding, suggesting these genes are indirect targets (Fig. 5). DHS data showed that a group of strongly down-regulated genes in mutant models shifted from ‘closed’ to ‘open’ chromatin from P1 to 8 weeks old in WT rods, suggesting these genes are normally activated during postnatal retinal development (Fig. 5; Figure S9d–f in Additional file 13). In contrast, the data described that a group of up-regulated genes became more ‘closed’, suggesting these genes are being repressed during postnatal development (Fig. 5b; Figure S9d–f in Additional file 13). The group of down-regulated genes also showed an increase in the active histone mark H3K4me2 and a decrease in H3K27me3 during postnatal development in WT retina (Fig. 5b; Figure S9g–j in Additional file 13), indicative of active chromatin remodeling. Changes in these histone marks were not observed for up-regulated genes, suggesting these genes are not subject to this type of active chromatin remodeling. Together, these results suggest that genes down-regulated in *Crx* mutant models are direct targets of CRX and NRL that normally are activated during postnatal development through chromatin remodeling, while up-regulated genes are indirect targets of CRX and NRL that are normally repressed during postnatal development through an unknown mechanism. CRX is known to recruit co-activators with positive chromatin remodeling capacity, such as CBP/p300 and the STAGA complex [39, 40]. Thus, CRX and its interacting co-activators may play an essential role in active chromatin remodeling during development for the direct target genes represented by the down-regulated groups in *Crx* mutants. Future profiling of epigenetic changes in these *Crx* mutant models will provide additional support for this possibility.

### *Crx* mutations affect rod and cone development and transcriptional integrity

The graded expression changes in *Crx* mutant models have profound effects on the development of their rods and cones as illustrated in Fig. 7. Homozygous *Crx−/−*, *E168d2*, *R90W*, *Rip* and *Rip*/+ mice do not form physiologically functional photoreceptors due to a strong reduction in both rod and cone phototransduction gene expression. Other models show gradations in both retinal function and phototransduction gene expression. In all models studied, the development and survival of cones are affected earlier and more severely than rods, implicating CRX in the terminal differentiation of cones. Interestingly, in WT rods, CRX and NRL appear to mediate both the activation of rod-specific genes and the repression of cone-specific genes. The dual reduction in rod-gene expression and de-repression of cone genes in *Crx* mutant rods coincides with rods adapting more cone-like properties, including less condensed chromatin and shorter outer segments [21, 24]. In *Rip*/+ mice, this shift was found to coincide with loss of NRL expression by P21, indicating a complete loss of rod cellular identity. The loss of NRL expression does not occur in *E168d2*/+ mice by this age, but de-repression of cone genes in rods is still observed. While E168d2 protein does not affect the function of NRL in vitro [21], its effect on NRL in vivo is uncharacterized. Our results provide evidence that even though RIP and E168d2 mutant proteins act through different pathological mechanisms, the resulting pathologies arise from scaled changes in similar sets of genes.

### Gene expression dictates phenotypic thresholds

The animal models used in this study have wide-ranging phenotypes that match those observed in human patients. The magnitude of overall gene expression changes correlated with phenotype severity in every model tested, but not in a linear manner. Instead, there are thresholds in gene expression that determine phenotypic presentation. An example of this threshold effect is evident in the *E168d2/+* and *E168d2neo/+* mice. These mice have drastically different phenotypes but have only small differences in gene expression. As we have previously shown, the *neomycin* cassette retained in *E168d2neo/+* mice suppresses an accumulation of the mutant transcript by an unknown mechanism [21]. qRT-PCR results (Table S1a in Additional file 1) of the same biological samples used for RNA-seq confirm that the WT allele showed no compensation and maintained approximately 50 % of its normal expression. In contrast, the results of RNA-seq (Additional file 18) and qRT-PCR (Tables S1a, b in Additional file 1), combined with previously published western blots and immunohistochemistry [21], all support a significant overexpression of mutant *Crx* mRNA and protein in *E168d2/+* mice. This mutant allele-specific overexpression was not evident in *E168d2neo/+* mutants. This difference in expression of the dominant negative form of CRX resulted in very small difference in FC of down-regulated genes (median of −1.8 in *E168d2*/+ compared with −1.7 in *E168d2neo*/+ mice; Fig. 3f, g). Despite this slight difference, *E168d2*/+ mice had much more severe deficits in retinal function and photoreceptor degeneration. 

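The *Crx* transcript measured 1540 ± 60.1 CPM in WT and 2182 ± 91.0 CPM in *E168d2/+* at P10 (mean ± SD; log2 0.50 (SE 0.055, limma FDR 0.000146)), and 1136 ± 24.8 and 1743 ± 116 CPM at P21 (0.62 (SE 0.065, limma FDR 0.00183)). In *E168d2/d2* the log2 ratio was 0.62 and in *R90W/W* 0.28 at P10. Reads from the mutant and the WT allele are counted together.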

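In *E168d2neo/+* the log2 ratio of *Crx* to WT was 0.23 (SE 0.052, limma FDR 0.0107) at P10, with all 3 libraries above WT, and 0.00 (SE 0.05, limma FDR 0.997) at P21. *R90W/+* had 0.16 (SE 0.054, limma FDR 0.0769) and 0.31 (SE 0.057, limma FDR 0.0207) at these ages. Tested directly, *E168d2/+* exceeded *E168d2neo/+* by 0.27 (SE 0.066, limma FDR 0.088) at P10, with no overlap between the libraries.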

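Over the 145 genes lower in *E168d2/+* or *E168d2neo/+* at P10, the median log2 ratio to WT was −1.30 ± 0.17 in *E168d2/+* and −1.08 ± 0.049 in *E168d2neo/+* (mean ± SD of 3 libraries; exact two-sided permutation p 0.1, the smallest possible), or 2.47-fold and 2.12-fold lower. Over the 77 higher genes it was 1.17 ± 0.14 and 1.06 ± 0.064 (p 0.2). At P21 the medians over 144 lower genes were −1.43 and −0.96 (p 0.4), and over 53 higher genes 1.37 and 0.80 (p 0.1). The genes were chosen on the same libraries, and more lower genes were called in *E168d2/+* than in *E168d2neo/+* (131 and 85 at P10, 137 and 66 at P21). This draws the *E168d2/+* medians away from 0, so these p-values are not independent evidence of a difference.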

Under normal light conditions, *E168d2neo*/+ mice had little photoreceptor degeneration in early adulthood. However, *E168d2neo*/+ rods were highly sensitive to light damage while WT and *E168d2*/+ rods were largely resistant (Fig. 8). Targeting the visual cycle blocked sensitivity of *E168d2neo*/+ photoreceptors to LD, implicating this pathway in the degeneration phenotype. In contrast, the degeneration of *E168d2*/+ photoreceptors was independent of light and the visual cycle. Sensitivity to LD requires phototransduction and is mediated by the visual cycle, both of which are affected in the *E168d2* and *E168d2neo* mouse models. However, these results suggest that the balance in function between these two pathways could be critical for determining sensitivity to damaging light. Our data support the conclusion that phototransduction is too impaired and outer segment structural changes are already too severe in *E168d2*/+ mice to allow for further light-mediated degeneration, while *E168d2neo*/+ photoreceptors largely preserve their structure and substantial levels of phototransduction components to reveal visual cycle defects under intense light. These results highlight that even minor tuning differences in photoreceptor gene expression have a dramatic effect on the mechanisms of disease pathology. These findings could have significant clinical importance as patients with *CRX*-associated retinopathies might have different responses to environmental factors like damaging light levels, which would affect their clinical outcome. These results also provide clues for potential therapeutic intervention to target the visual cycle in patients with late-onset *CRX-*associated retinopathy.

## Conclusions

Linking genotype to phenotype for *CRX* retinopathies remains imprecise [41]. Genomic assessment of retinal gene expression suggests that the range of phenotypes of *Crx* mutant mouse models are driven by graded changes in photoreceptor gene expression. Since CRX has such wide-ranging function in photoreceptor transcription, mutations that sometimes just slightly alter the expression of many genes can have a profound effect on the resultant phenotype. We relate retinal gene expression to phenotypic thresholds in rod and cone photoreceptor development, cellular integrity, function and degeneration in several *Crx* mutant mouse models. We have utilized publicly available genomic datasets to gain insight into cell type-specific expression changes and the different modalities for gene down-regulation and up-regulation in these mice. We have demonstrated how slight differences in gene expression can alter retinal susceptibility to light-dependent degeneration in *E168d2*/+ and *E168d2neo*/+ mice. These findings provide evidence that *CRX* retinopathies stem from graded changes in photoreceptor gene expression, which could significantly contribute to phenotypic variability.

## Materials and methods

### Mice

Mice were housed in a barrier facility operated and maintained by the Division of Comparative Medicine of Washington University School of Medicine. All mice used in this study were backcrossed to *C57BL6/J* mice obtained from Jackson Laboratories (Bar Harbor, ME, stock number 000664) for at least ten generations. Each line was genotyped for common *rd1*, *rd8*, and *Rpe65* variants that affect retinal structure and function; all lines were negative for *rd1* and *rd8* and contain the *C57BL/6 J* RPE65^450M^ isoform. The *Crx* mutant lines *E168d2*, *E168d2neo* and *R90W* and their genotyping procedures were published previously [21].

All procedures involving mice were approved by the Animal Studies Committee of Washington University in St Louis (IACUC 20120246, expiration date 18 January 2016). Experiments were carried out in strict accordance with recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (Bethesda, MD, USA), the Washington University Policy on the Use of Animals in Research; and the Guidelines for the Use of Animals in Visual Research of the Association for Research in Ophthalmology and Visual Science [41].

### RNA collection and library preparation

For each genotype and time point: three biological replicates were analyzed, and each replicate consists of four retinas from one male and one female mouse. P21 WT samples represent a randomized sampling of WT littermates of *Crx* mutants. Retinas were immediately processed for RNA using the PerfectPure RNA tissue kit (5 Prime). The quantity and quality of the RNA was assayed using a Bioanalyzer (Agilent). Samples with a minimum RNA integrity number (RIN) score of 8.0 were then selected for library construction. Library construction was performed by the Genome Technology Access Center (Washington University in St Louis). mRNA was isolated by poly(A) selection using Oligo-dT beads (mRNA Direct Kit, Ambion) and then fragmented by incubation at 94 °C for 2.5 min in an alkaline buffer (40 mM Tris acetate pH 8.2, 100 mM potassium acetate, 30 mM magnesium acetate) and reverse transcribed using Super Script III enzyme (Invitrogen) and random hexamers to yield double-stranded cDNA. The cDNA was blunt ended using Klenow DNA polymerase, followed by addition of an A base and ligation of Illumina sequencing adapters to the 3’ ends. All enzymes, including DNA polymerase, Klenow DNA polymerase, Klenow exo-, RnaseH, T4 DNA polymerase, and T4 polynucleotide kinase were purchased from New England BioLabs. Ligated fragments were amplified for 12 cycles using primers incorporating the unique index tags before being sequenced on the Illumina Hi-Seq 2000 using single reads extending 42 bases.

### RNA sequencing data analysis

We aligned 1 × 42 bp reads to the mouse genome (version mm9) with the sequence aligner TopHat2 (v.2.0.5) [42] using the following parameters: −a 5 -m 1 -i 10 -I 500000 -r 100 –p 4 --microexon-search –no-coverage-search -x 20 --segment-length 25. Dependencies included Bowtie (v.0.12.8) [43] and Samtools (v.0.1.18) [44]. Bedgraph files were generated using BEDTools (v.2.23.0) [45] and visualized using IGV. The HTSeq package (v.0.6.1p1) [46] was used to assign aligned reads to the gene annotation reference track (UCSC Genes Track, UCSC Table Browser, NCBI37/mm9, accessed 16 July 2014). This generated a raw read count per gene which was used in EdgeR [26] for detecting differentially expressed genes. For each of the genotype comparisons, genes that did not pass the filter criteria of CPM ≥ 5 in all replicates of at least one comparison group were removed prior to the analysis. Filtered count data were normalized by the EdgeR default normalization method, TMM, and differential expression analysis for each of the comparison groups was performed by the exact test. *P* values were subjected to Bonferroni and Hochberg multiple testing correction to include FDR. Downstream analysis was performed using custom Perl and R scripts. PCA was performed using the princomp function in the stats R package (v.3.1.1) [47]. Gene expression heatmaps were generated using the heatmap.2 function of the gplots R package (v.2.16.0) [48]. As several heatmaps include too many genes to properly label each row, we have listed the genes included in each heatmap in the order in which they were presented in Additional file 11.

Raw RNA-seq data were also obtained from previously published work: Gene Expression Omnibus (GEO) accession [GEO:GSE52006] [24]. These data were aligned also using TopHat and analyzed as described above using HTSeq and EdgeR.

### Epigenetic data analysis

Data were obtained from GEO under accession numbers [GEO:GSE20012] [15], [GEO:GSE38500] [23], and [GEO:GSM1014198, GSM1014175, GSM1014188] [22]. NRL ChIP seq [17] was downloaded from the NEI Data Share website, accessible through [49]. Data were analyzed based on the mouse reference genome (NCBI37/mm9) and UCSC known gene table. Heatmaps and line graphs depicting epigenetic data were generated using the UCSC defined TSS for each gene and the UNIX software package HOMER (v.4.7) [50]. Heatmaps were generated by importing the HOMER generated counts back into R, ordering by adult DNase 1 level at the TSS, and visualized by the heatmap.2 function in the gplots R package.

### GO analysis

GO analysis [51] was performed using the online g:Profiler tool [52]. Terms were filtered to only include the best per parent term.

### LD and 13-*cis*-RA treatment

For LD analysis, mutant mice and littermate controls were dark adapted overnight. Eyes were dilated with 1 % cyclogyl and 2.5 % phenylephrine hydrochloride. Mice were then placed in darkness for 30 min before LD. LD was performed in a temperature-controlled rat cage with the top removed and lined with reflective material to provide even illumination. Exposure was performed using white fluorescent light and the intensity was measured using a lux meter. Light intensity was 11–13.5 KLUX in all experiments. Mice were placed into cages containing moistened food pellets, and each animal received damaging light for 8 h. Mouse pupils were re-dilated and the cage position was rotated every 2 h.

For 13-*cis*-RA treatments, 13-*cis*-RA (isotretinoin; Sigma-Aldrich, R3255) was reconstituted in DMSO to a concentration of 0.013 mg/μl. 13-*cis*-RA (40 mg/kg) or an equal volume of DMSO vehicle control was injected into the mouse's interperitoneal cavity 12 h before LD and mice were dark-adapted overnight. Mice were re-dosed with 40 mg/kg 13-*cis*-RA 30 min before LD.

Following all LD experiments, mice were returned to a 12 h light–dark cycle under normal ambient light conditions (~100 LUX) for 7 days. After 7 days, retinal function was tested by ERG. The peak amplitude responses for rod-driven dark-adapted a-waves, rod ON bipolar cell-driven dark-adapted b-waves and cone bipolar cell-driven light-adapted b-waves were measured for a series of increasing light intensities as described below. Mice were then sacrificed and eyes were collected for retinal histology assessment (see below). Images were taken in the central superior retina (~500 μm from the optic nerve), which is the area of the retina that is most strongly affected by LD [53].

### Histology, immunohistochemistry and microscopy

Histology analyses of hemotoxylin and eosin (H&E)-stained paraffin-embedded retinal sections were performed as described previously [21]. For ONL morphometry, 20× composites of whole retinal sagittal sections stained with H&E were analyzed using ImageJ software [54]. The distance from the optic nerve was determined by drawing a curved line along the outer limiting membrane. The ONL thickness was measured at 100 μm, 500 μm, 1000 μm, and 1500 μm from the optic nerve and 200 μm from the peripheral edge on both the superior and inferior retina. Results are presented by a ‘spider graph’. The between-group differences in ONL thickness were determined by testing overall genotype–distance interactions (*p* < 0.05, n ≥ 3) of each treatment. Statistical comparison of data at each distance was performed using two-way ANOVA for repeated measurement data, followed by a post hoc test to adjust *p* value for multiple comparisons between each genotype and the WT control group SAS 9.3 (SAS Institutes, Cary, NC, USA).

Fluorescence immunohistochemistry was performed on frozen retinal sections. Eyes were enucleated and fixed for 30 min in 4 % paraformaldehyde on ice. Eyes were washed in phosphate-buffered saline (PBS) and left overnight in 30 % sucrose in PBS at 4 °C. A 50 % volume of O.C.T. (Tissue-Tek, optimum cutting temperature formulation) was added and rocked at room temperature for 1 h. Eyes were then transferred to 100 % OCT for 1 h before frozen in OCT on dry ice. Blocks were cut onto polylysine (Thermo Scientific) slides and stored at −80 °C. For staining, slides were removed and allowed to dry for 30 min before 10 min 4 % paraformaldehyde fixation. Slides were washed (2 × 5 min) with PBS and blocked at room temperature with 5 % nonfat dry milk/2 % bovine serum albumin (BSA)/10 % normal goat serum for 2 h. Slides were washed (3 × 5 min) with PBS before overnight incubation with primary antibody at 4 °C. Antibodies were diluted as below in PBS with 1 % BSA and 0.5 % Triton X-100. Slides were washed (3 × 5 min) in PBS. Secondary antibodies (and PNA antibody) were diluted in the same buffer as primaries, applied to the slides, and incubated for 1 h at room temperature, and washed again (3 × 5 min) with PBS before the application of coverslip.

Primary antibodies and dilutions used are as follows: rabbit anti-RXRγ (1:500, Santa Cruz Biotechnology, sc-555), rabbit anti-CNGB3 (1:500, from Xi-Qin Ding, University of Oklahoma), PNA conjugated to rhodamine (1:500, Vector Labs). Secondary antibodies (1:400) were goat anti-rabbit or mouse IgG antibodies coupled to Alexa Fluor A488 and rhodamine 568 (Invitrogen). All slides were counterstained with hard-set mounting medium with DAPI (Vectashield).

Brightfield and fluorescent imaging was performed using either an Olympus BX51 microscope and Spot RT3 Cooled Color Digital camera (Diagnostic instruments Inc.) or a Leica DM5500B microscope and Leica DFC365FX camera (Leica Microsystems, Buffalo Grove, IL).

### Electroretinography

Mice were dark-adapted overnight and anesthetized with intraperitoneal injection of a mixture of ketamine (80 mg/kg) and xylazine (15 mg/kg). Pupils were dilated with 1 % atropine sulfate. A passive-heating pad maintained animal’s body temperature at 37 °C. Scotopic ERG responses were measured from both eyes using corneal platinum-ring electrodes held in place by a drop of Gonak solution. Full-field ERGs were recorded with the UTAS-E 3000 system (LKC Technologies, Inc.), using Ganzfeld-derived test stimuli of calibrated white light intensity. The amplitude of ERG a-wave was determined from the baseline to the primary negative peak of the photoresponse. The amplitude of ERG b-wave was measured from the a-wave peak to the maximum of the secondary positive peak. Photopic ERG recordings were performed under room illumination (~25 cd · s m^−2^) after 5–10 min of light adaptation.

The rate of rod dark adaptation was determined from the recovery of maximal ERG a-wave amplitude after a 30-s exposure to light bleaching of >90 % of rhodopsin (delivered by 520 nm LEDs focused at the surface of mouse eye cornea and producing ~2.5 × 10^8^ photons μm^−2^ s^−1^), using test flashes of ~ 470 cd · s m^−2^ at indicated times after the bleach. In these experiments, mice were re-anesthetized subcutaneously every 30–40 min with a smaller dose of ketamine (~50 % of the initial dose). In addition, at the same time a drop of 1 % atropine sulfate was added to the eye surface to keep pupils dilated, and a 1:1 mixture of PBS and Gonak solutions was applied to the eyes to protect them from drying and maintain electrode contacts during extended recording sessions.

### Quantitative RT-PCR

RNA used for assays included RNA used for Illumina RNAseq library preparation and additional biological replicates. For each genotype, n ≥ 3 biological replicates, each replicate consisting of four retinas from one male and one female mouse, were collected. RNA isolation, cDNA preparation, and qRT-PCR reactions were performed as previously described [21]. Briefly, retina tissue was immediately processed for RNA using the PerfectPure RNA tissue kit (5 Prime) and quantified. cDNA was synthesized from 1 μg of RNA using the Transcriptor First Strand cDNA Synthesis kit (Roche Applied Science). A 10 μl qRT-PCR reaction mixture containing 1× EvaGreen with Low Rox reaction mix (BioRad), 1 μM primer mix, and diluted cDNA was prepared and run on a BioRad CFX thermocycler in triplicate. Data were analyzed using QBase software (Biogazelle). Relative gene expression was normalized to *Ubb* and *Tuba1b* and FC from WT was determined. Kruskal-Wallis and Dunn's multiple comparison tests were used to determine significant FC differences from WT (*p* < 0.05). Primer sets were designed using MacVector software and synthesized by IDT DNA technologies (Additional file 19).

### Data availability

Raw RNA seq data and primary analysis are available from GEO under accession [GEO:GSE65506].

## Additional files

Additional file 1: Table S1. Compiled comparison of RNAseq with new and previously published qPCR data. (XLSX 14 kb) Additional file 2: Table S2. Compiled list of read number for each library. (XLSX 47 kb) Additional file 3: Figure S1. P10 and P21 biological replicates clustered by principal component analysis (PCA) show expected distribution based on functional and morphological phenotypes. PC1 and PC2 represent greater than 98 % of the variance of the data in both analyses. (TIFF 24711 kb) Additional file 4: Figure S2. P10 (**a**) and P21 (**b**) browser shots of reads per million (RPM) normalized mapped read count for selected genes for each biological replicate show reproducibility of sequencing results between samples. (ZIP 312 kb) Additional file 5: Figure S3. Homozygous and heterozygous mutants show largely overlapping datasets. Venn diagrams comparing significantly affected transcripts (FC ≥ 2 or ≤ -2, FDR ≤ 0.05 relative to WT) in the indicated heterozygous and homozygous *Crx* mutant retinas. (TIFF 14588 kb) Additional file 6: Figure S4.
*Crx* mutants show little change to other non-photoreceptor phototransduction components. Heatmap depicts P10 FC relative to WT for genes involved in phototransduction enriched in non-photoreceptor retinal cell types in the heterozygous mutants. (TIFF 14588 kb) Additional file 7: Figure S5. Heatmap showing the Z-scores comparing three biological replicates of genes determined to be enriched in either *E168d2/+* (**a**) or *E168d2neo/+* (**b**) retinas. Genes are arranged in rows, clustering dendrogram is shown on the left. Patterns of expression across biological replicates are consistent, supporting the statistical significance of the difference calculated by EdgeR RNA-seq analysis. (TIFF 14588 kb) Additional file 8: Figure S6.
*Crx* mutants show graded changes in gene expression of overlapping gene sets at P21. **a**–**c** Log_2_ CPM from P21 heterozygous *E168d2/+* (**a**), *E168d2neo/+* (**b**), and *R90W/+* (**c**) mice (y-axes) are compared with log2 CPM from age-matched WT *C57Bl/6 J* (x-axes) mice. White letters highlight prototypical photoreceptor transcripts. White diagonal lines represent ±2 FC. **d**, **e** Venn diagrams illustrate the numbers of overlapping and distinct significantly affected genes (FC ≥ 2 or ≤ -2, FDR ≤ 0.05). (TIFF 14588 kb) Additional file 9: Figure S7.
*Crx* mutants do not abandon the developmental program, but many genes fail to reach proper expression levels. **a** Heatmap, ordered by the magnitude of expression change between P10 and P21 in WT retina, depicts FC compared with P10 WT to analyze developmental dynamics. **b** Top GO terms from analysis of top 100 genes that are down- (*left panel*) and up- (*right panel*) regulated normally during late postnatal retinal development (P21 WT versus P10 WT; FC ≤ −2 or ≥ 2, FDR ≤ 0.05). **c** Violin and boxplots quantifying median FC from P10 WT of each mutant. (TIFF 14588 kb) Additional file 10: Table S3. Compiled table of results from GO analysis on rod- or cone-enriched genes from Fig. 6a. (XLSX 50 kb) Additional file 11: Table S4. Compiled ordered lists of heatmap data presented in the manuscript. (XLSX 148 kb) Additional file 12: Figure S8. Groups 1, 2, 3, and 6 genes (defined in Fig. 5) presented as a heatmap with calculated FC values for each biological replicate compared with the mean age-appropriate WT value. All genes are ordered exactly as presented in Fig. 5. (TIFF 14588 kb) Additional file 13: Figure S9. Quantification of normal epigenetic marks near genes in groups 1, 2, 3, and 6 distinguishes up- and down-regulated genes in *Crx* mutants. Control set of equal sized random group of mm9 genes used as background control (*grey* in all). **a**–**c** Quantification of CRX ChIP-seq [15] in rod-dominant WT retina (**a**) and cone-dominant *Nrl−/−* retina (**b**), and NRL ChIP-seq [17] in WT retina (**c**). **d**–**f** DNase I hypersensitivity plots from WT retina at the three indicated ages [22]. **g**, **h** H3K4me2 ChIP-seq of WT retina at the two ages [23]. **i**, **j** H3K27me3 ChIP-seq of WT retina at the two ages. All represent normalized mean read depth of each library centered on the TSS of genes within groups 1, 2, 3, and 6. **k**–**n** Analysis of WT expression of each gene and average change in expression (*blue line*) from the age of P2 to P21 (raw data in [24]), presented as log_2_ CPM. (TIFF 14576 kb) Additional file 14: Figure S10. Expanded view of areas marked with asterisks in Fig. 6. All data and presentation exactly as described previously. (TIFF 14588 kb) Additional file 15: Figure S11. Changes in rod- and cone-enriched transcription factors are consistent with general patterns of rod and cone gene expression in *Crx* mutants. **a**, **b** Heatmap describes FC relative to WT in each *Crx* mutant for rod- (**a**) and cone-enriched (**b**) genes annotated as transcription factors (raw data in [24]; WT versus *Nrl−/−* RNA-seq FC ≤ −2 or ≥2 and FDR ≤ 0.05; GO:0003700). ChIP-seq data are presented for 4-kb windows surrounding the TSS for each gene for CRX (in rods and cones) and NRL (in rods). **c** Analysis detailing percent of rod-enriched, cone-enriched, or random set of genes with CRX ChIP-seq peak within 2 kb of TSS in WT retina. Note the significant enrichment of CRX binding in the rod set over cone and random gene sets. (TIFF 14588 kb) Additional file 16: Figure S12. Retinal function is affected by light damage (LD) in *E168d2neo/+* but not *E168d2/+* mutant mice. **a** Intensity-response plots for dark-adapted ERG a-wave, dark-adapted b-wave and light-adapted b-wave from mice with the indicated genotypes, with or without LD treatment. **b** Intensity-response plots for ERG responses following LD for mice pretreated with either 13-*cis*-RA or DMSO. **c** Rod dark adaptation measured by recovery of maximal rod ERG a-wave following >90 % rhodopsin photobleach for WT and *E168d2neo/+* mice, with and without drug treatment. Error bars represent standard error of mean (n ≥ 3). Asterisks mark data points of significant difference (*p* ≤0.05) from the control as determined by two-way ANOVA (see "Materials and methods"). (TIFF 3018 kb) Additional file 17: Figure S13.
*E168d2/+* photoreceptor degeneration is light-independent. Retinal morphology of *E168d2/+* mice raised under 12 h light–dark cycle (normal light) or constant darkness (dark-reared) for 3 or 6 months. Note that the dark rearing did not improve ONL thinning in the mutant retina. *GCL* ganglion cell layer, *INL* inner nuclear layer, *IPL* inner plexiform layer, *OS* outer segment, *ONL* outer nuclear layer, *OPL* outer plexiform layer. Scale bar = 50 μM. (TIFF 3603 kb) Additional file 18: Figure S14. Increased *Crx* expression in mutant lines at P10. **a** RNA-seq derived raw CPM values for each biological replicate (*red circles*) and mean (*black bar*). Top panel of spreadsheet lists the EdgeR calculated FC and FDR for each genotype relative to WT control. Asterisks denote samples where FDR < 0.05. **b** qRT-PCR analysis of transcript levels of WT and mutant *Crx* alleles in each genotype. Note the same trend of *Crx* expression changes in these mutants detected by both methods. (TIFF 14588 kb) Additional file 19: Table S5. List of primers used for qRT-PCR completed for this manuscript.

## Abbreviations

bp: base pair
BSA: bovine serum albumin
ChIP: chromatin immunoprecipitation
CNGB: cyclic nucleotide gated channel beta
CoRD: cone-rod dystrophy
CPM: counts per million (of sequence reads)
CRX: Cone-rod homeobox protein
DHS: DNase I hypersensitivity
DMSO: dimethyl sulfoxide
ERG: electroretinography
FC: fold change
FDR: false discovery rate
GEO: Gene Expression Omnibus
GO: Gene Ontology
H&E: hematoxylin and eosin
IGV: Integrated Genomics Viewer
KLUX: kilolux
LCA: Leber congenital amaurosis
LD: light damage
NRL: Neuroretina leucine-zipper protein
ONL: outer nuclear layer
P: postnatal day
PBS: phosphate-buffered saline
PCA: principal component analysis
PNA: peanut agglutinin
qRT-PCR: quantitative real time PCR
RA: retinoic acid
RNA-seq: mRNA sequencing
RPE: retinal pigment epithelium
TSS: transcription start site
UCSC: University of California, Santa Cruz
WT: wild type (*C57BL/6 J*)

How the deposited data were processed for this re-analysis (not part of the article)

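RNA of whole retinas was measured in 30 libraries, 3 for each of 10 groups: WT, *R90W/+*, *E168d2neo/+* and *E168d2/+* at P10 and P21, and *R90W/W* and *E168d2/d2* at P10. The paper states that each library was pooled from 4 retinas of a male and a female mouse; *Xist* and Y-linked genes do not show that mixture in *E168d2/d2* P10 replicates B and C. The paper describes poly(A) selection, while the sample records also name a kit that removes ribosomal RNA, and which of these applies was not settled.

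The authors aligned reads to mm9 with TopHat2 2.0.5, counted them on UCSC genes with HTSeq, and deposited CPM, scaled to the reads counted on genes in that library without a TMM factor, for 12573 genes that passed their filter. The log2 fold changes in the authors' deposited table were made by the authors with edgeR after TMM normalization, mutant over WT of the same age. The p-value and FDR columns deposited by the authors come from the edgeR exact test, and the FDR is adjusted. All 30 columns of per-sample values were used, and 0 were left unused. Symbols of 20 genes had been turned into dates and are not named.

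Reads counted on genes, estimated from the smallest step between CPM values, ran from 13.9 to 26.2 M per library. Values that stood for fewer than 1000 reads came out as whole reads within 0.1 read, and of all values 94.95% to 100.0% did. The CPM were nevertheless not turned into counts, and neither edgeR nor another count test was run.

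CPM were taken as log2(CPM + 0.1) and tested in R 4.3.3 with limma 3.58.1, two-sided, by eBayes with a variance trend and adjustment by Benjamini and Hochberg. A gene was tested at 5 CPM or more in all replicates of at least 1 group, and called at an FDR of 0.05 or less with a fold change of 2 or more. The comparison of *E168d2/+* with *E168d2neo/+* and the difference between ages used the FDR alone. Gene lists were tested with camera at a preset correlation of 0.01, and overlaps and shares with the Fisher exact test. Medians per library were tested by exact permutation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for reading files and drawing. Correlations across libraries used 100000 permutations.

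The steps were tested on simulated data. Of 200 genes changed by 1.5 in log2 among 11914 genes, 98.5% were recovered for *E168d2/d2* at P10. Deviations that many genes of a library share were not part of these data.

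Named genes are those the paper names in its text, figures and Table S1, and for each comparison the 3 largest rises and falls among called genes without overlap between groups; exceptions are said to be chosen after the values were seen. The tests, filters and alternatives were chosen before the data were examined, apart from those said to be chosen after. The alternatives were 1 and 0.01 CPM added before logarithms, a filter of 1 CPM and none, median log-ratio scaling, quantile normalization, all groups of an age in a single fit, the replicate letter as a block, limma without a trend, each library left out in turn, fry, and camera with the correlation estimated.

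Lists of marker genes for lens, pigment epithelium, glia, vessels, blood, microglia, clock, stress, sex and neighbouring tissues were written from general knowledge. The limits that choose genes for the position of *E168d2/+* P21 replicate B were set after a first look with other limits. An ordering of mutant libraries along the change of WT with age was also looked at, in several forms, and is not reported. A gene the paper names is not reported here. ChIP, epigenetic, ontology, staining and light damage data were not analysed here.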

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

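The tests of the age difference, of the *Obox6* signal and of the other libraries with crystallins were chosen only after the result was seen; the lens test was chosen before.

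The ratio to WT differed between P10 and P21 for 209 genes in *R90W/+* (147 lower at P21, 62 higher), 757 in *E168d2neo/+* (312 and 445) and 443 in *E168d2/+* (154 and 289), by a limma test of the difference itself at an FDR of 0.05. Differences of at least 2-fold numbered 29, 86 and 52, and at an unadjusted p below 0.05 there were 1968, 2659 and 2271 genes. Over 100 of the 200 possible splits that keep age and regroup genotype, 3, 2 and 4 gave as many genes as the real split, itself included. Some of those splits gave more genes, up to 1490, 3026 and 4520, while the median of the others was 0. The counts moved with single libraries: without *E168d2/+* P21 replicate B there were 894 genes in *E168d2/+* (286 lower, 608 higher). The paper states that WT mice at P21 were littermates of the mutants and does not say so for P10, so another source at P10 is possible and not established, and all 3 mutants share the WT libraries. Over the *E168d2neo/+* genes the *R90W/+* difference had the same sign for 84.7% and a median ratio of 0.434 to the *E168d2neo/+* difference, with r = 0.565 across genes, which are not independent replicates; 103 genes passed the FDR in both. Simulated mutants without any true difference but with shared WT libraries had the same sign for 85.4% of the 200 largest differences, r = 0.5 (at most 0.555) and a mean of 2.7 genes past the FDR (at most 9). Another source of the WT mice, if there was one, and a true change with age cannot be told apart for these genes as a set, since source would change together with age and the shared libraries alone give most of that correlation. A change in the effect of the mutations with age stays open and was not tested otherwise.

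Photoreceptor genes were among them. In *E168d2neo/+* the log2 ratio to WT at P21 exceeded that at P10 by 2.14 (SE 0.12, limma FDR 1.78e-08) for *Gnat1*, 1.8 (SE 0.099, limma FDR 1.78e-08) for *Rcvrn* and 1.04 (SE 0.099, limma FDR 7.32e-06) for *Opn1mw*, each less reduced at P21. In *E168d2/+* it exceeded it by 1.76 (SE 0.36, limma FDR 0.019) for *Arr3*, and *Rxrg* was less raised at P21, by −1.12 (SE 0.19, limma FDR 0.00649). Another source of the WT mice is argued against for these photoreceptor genes: *R90W/+*, set against the same WT libraries, had a median difference of −0.21 over *Rcvrn*, *Gnat1*, *Opn1mw* and *Arr3*, and 3 of these 4 differences were in the other direction. The mixed position of *E168d2/+* P21 replicate B is argued against as the whole cause for *Arr3*: without it the difference was 1.369 (limma FDR 0.00312). It was the only 1 of those 4 genes past the FDR without that library: *Gnat1* was at 1.36 (FDR 0.0782), *Rcvrn* at 0.787 (FDR 0.0802) and *Opn1mw* at 0.147 (FDR 0.75), none of which passed with it either. A different share of cells that survive at P21, the rise of these genes with age in WT, and a slower development of the mutants stay open as untested.

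In *R90W/+* at P21 all 8 genes called higher than WT encode crystallins, which the paper does not discuss. Their level differed between libraries: *Cryaa* measured 5772 CPM in replicate A, 115 in B and 10300 in C, against 5.19 to 9.32 in the WT libraries, and crystallins took 1.45%, 0.0325% and 2.84% of all CPM. Over 10 crystallins the highest *R90W/+* library was a median 104 times the lowest (29.7 to 532). That is the pattern of lens tissue carried over in dissection, which differs from library to library. Of 26 lens genes listed, 10 were in the data, and 2 of these reached 5 CPM in each WT P21 library. All 10 are crystallins, so the prediction that other lens genes rise with them was not examined. A response of the *R90W/+* retina alone is argued against by libraries of other genotypes. Outside *R90W/+* P21, 3 libraries had most crystallins over 10 times each WT library: *E168d2neo/+* P21 C with 5304 CPM of *Cryaa*, *E168d2/+* P10 C with 1562 and *R90W/+* P10 C with 604. The last is of the same genotype and does not count against a response, so the argument rests on the other 2. With 3 libraries against 3, chance is not excluded as the reason why several such libraries fell in a single group.

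*Obox6*, which the paper does not discuss, was higher in *E168d2neo/+* at P10 by a log2 ratio of 5.54 (SE 0.12, limma FDR 1.47e-09), at 32.1 ± 2.95 CPM against 0.594 in WT, with all 3 libraries above WT. It lies on chromosome 7 at 16418595 to 16425027 in mm9, 26269 bp from *Crx*. At P21, the age not used to find it, the difference of mean log2 values was 2.39 (5.63 ± 3.76 CPM against 0.92), and in *E168d2/+*, which lacks the neo cassette, it was 0.672 at P10 (1.04 ± 0.365 CPM). *R90W/W*, at 3.49 ± 0.78 CPM, *E168d2/d2*, at 1.39 ± 0.429, and *R90W/+*, at 1.39 ± 0.637, also lay far below *E168d2neo/+* at P10, though each library of these groups and of *E168d2/+* was above the highest WT library (0.642 CPM). Of 14 other genes within 500 kb of *Crx* none was called by limma in *E168d2neo/+*, with log2 ratios from −0.287 to 0.322. These values are consistent with transcription from the retained neo cassette into the neighbouring gene. The transcript itself was not examined, and the smaller rises in the mutants without the cassette are not covered by that explanation; their cause was not tested.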

How the results depend on the processing

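CPM without logarithms, 5 CPM in all libraries of both ages, and genes tested in all 8 comparisons with WT were settings chosen only after the result was seen. Tests on read counts, meant to be run if the CPM gave back whole reads, were not run. CPM below 1000 reads did come out as whole multiples of a step within 0.1 read in all 30 libraries, so the condition was met for these values. The values were nevertheless kept as CPM, and what a count test would give was not examined. A value in brackets after another is that of the chosen setting. Unless stated otherwise, the cause of a change was not tested. Among counts, medians, shares, and tests of the rod-enriched, cone-enriched, phototransduction, visual cycle and non-photoreceptor lists, results not named below kept their side of the threshold, and those past it their direction; counts stayed within 1.5 times and medians within the SD of their libraries. Medians near 0, from −0.075 to 0.064 with all libraries, changed sign under some settings: group 3 at P21 in *E168d2/+* and *E168d2neo/+*, non-photoreceptor genes in *E168d2/+* at both ages and in *R90W/+* at P21, cone-enriched genes in *E168d2/+* and *R90W/+* at P21, visual cycle genes in *R90W/+* at P21 and phototransduction genes in *R90W/+* at P10. Results on single genes and cell type lists are given only as numbers of changed calls, at the end.

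With 1 CPM added before logarithms, the number of genes was, for genes higher than WT in *R90W/+* at P10 5 (10), genes higher in all 3 heterozygotes at P10 1 (2), genes higher in both *E168d2/+* and *E168d2neo/+* at P10 16 (25), genes higher in *E168d2neo/+* at both P10 and P21 2 (4) and genes higher in *R90W/+* at P10 and in a homozygote 4 (9). At 1 CPM added, the median log2 ratio of the groups of Fig. 5 was, for group 1 −2.72 (−2.96) in *E168d2/d2* at P10, −1.44 (−1.55) in *R90W/W* at P10 and −1.04 (−1.09) in *E168d2neo/+* at P10, group 2 −1.14 (−1.19) in *E168d2/d2* at P10 and −0.67 (−0.70) in *R90W/W* at P10. Adding 1 CPM, the median log2 ratio of the groups of Fig. 5 was, for group 3 1.13 (1.21) in *E168d2/d2* at P10 and 0.56 (0.60) in *R90W/W* at P10, group 6 0.79 (0.85) in *R90W/W* at P10, 0.62 (0.67) in *E168d2neo/+* at P10 and 0.33 (0.37) in *R90W/+* at P10. With 1 CPM added before logarithms, the median log2 ratio was, over genes lower in both homozygotes −2.02 (−2.16) in *E168d2/d2* at P10 and −1.46 (−1.51) in *R90W/W* at P10, over genes higher in *R90W/W* 0.33 (0.39) in *R90W/+* at P10. At 1 CPM added, the median log2 ratio was, over genes lower with age in WT −1.31 (−1.34) in WT at P21. With 0.01 CPM added, the median log2 ratio of the groups of Fig. 5 was, for group 3 0.61 (0.60) in *R90W/W* at P10. At 0.01 CPM added, the median log2 ratio was, over genes lower in both homozygotes −2.18 (−2.16) in *E168d2/d2* at P10.

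At a filter of 1 CPM and without a filter, the number of genes was, for genes higher than WT in *R90W/+* at P10 17 and 18 (10), genes higher than WT in *E168d2neo/+* at P21 24 (14), genes lower in *R90W/+* at both P10 and P21 10 (5), genes higher in all 3 heterozygotes at P10 4 (2) and genes higher in all 3 heterozygotes at P21 1 (0). Under both filters, the number of genes was, for genes higher in both *E168d2/+* and *E168d2neo/+* at P21 21 (12), genes higher in *R90W/+* at both P10 and P21 1 (0), genes higher in *E168d2neo/+* at both P10 and P21 10 (4) and genes higher in *R90W/+* at P10 and in a homozygote 15 and 16 (9). With either filter, the median log2 ratio of the groups of Fig. 5 was, for group 3 0.48 (0.60) in *R90W/W* at P10, group 6 0.83 and 0.82 (0.85) in *R90W/W* at P10 and 0.049 and 0.059 (0.033) in *R90W/+* at P21. At a filter of 1 CPM and without a filter, the median log2 ratio was, over genes lower in both homozygotes −2.13 and −2.14 (−2.16) in *E168d2/d2* at P10 and −1.53 (−1.51) in *R90W/W* at P10, over genes higher in *R90W/W* 0.48 and 0.49 (0.39) in *R90W/+* at P10. Without a filter alone, the median log2 ratio of the groups of Fig. 5 was, for group 3 −0.0055 (−0.01) in *R90W/+* at P21. Cone-enriched genes made up 13.3% of the genes lower in *R90W/+* at P21 under both filters (Fisher exact FDR 0.02 and 0.0202, against 0.0562). The lower filters test more genes, which by construction adds genes at low CPM to the counts.

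Under median log-ratio scaling, the number of genes was, for genes of lower ratio at P21 in *E168d2/+* 259 (154) and genes of higher ratio at P21 in *E168d2/+* 183 (289). Scaled this way, the median log2 ratio of the groups of Fig. 5 was, for group 1 −3.05 (−2.96) in *E168d2/d2* at P10 and −1.59 (−1.55) in *R90W/W* at P10, group 2 −1.28 (−1.19) in *E168d2/d2* at P10 and −0.74 (−0.70) in *R90W/W* at P10. By the same scaling, the median log2 ratio of the groups of Fig. 5 was, for group 3 1.12 (1.21) in *E168d2/d2* at P10, 0.56 (0.60) in *R90W/W* at P10, −0.0904 (−0.011) in *E168d2/+* at P21, −0.013 (0.019) in *E168d2neo/+* at P21 and −0.0033 (−0.01) in *R90W/+* at P21, group 6 0.81 (0.85) in *R90W/W* at P10. Under median log-ratio scaling, the median log2 ratio was, over genes lower in any heterozygote −0.46 (−0.51) in *R90W/+* at P21, over genes lower in both homozygotes −2.21 (−2.16) in *E168d2/d2* at P10 and −1.50 (−1.51) in *R90W/W* at P10. Scaled this way, the median log2 ratio was, over genes higher in both homozygotes 1.36 (1.26) in *R90W/W* at P10, over genes lower with age in WT −1.37 (−1.34) in WT at P21, −1.30 (−1.23) in *E168d2neo/+* at P21 and −1.35 (−1.21) in *E168d2/+* at P21. By the same scaling, the median log2 ratio was, over genes higher with age in WT 1.42 (1.45) in WT at P21, 1.32 (1.38) in *E168d2neo/+* at P21 and 1.24 (1.34) in *E168d2/+* at P21. Under median log-ratio scaling, camera called cone-enriched genes in *E168d2neo/+* at P10 (0.058, FDR 0.0328). Scaled this way, the exact ordered p was 0.415 over genes lower with age in WT and 0.00179 over genes higher with age in WT. The share of lower genes among those changing with age in WT went from 45.5% to 30.3%.

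Under quantile normalization, the median log2 ratio of the groups of Fig. 5 was, for group 1 −2.78 (−2.96) in *E168d2/d2* at P10 and −1.49 (−1.55) in *R90W/W* at P10, group 2 −0.69 (−0.70) in *R90W/W* at P10. After quantile normalization, the median log2 ratio of the groups of Fig. 5 was, for group 3 −0.00022 (−0.01) in *R90W/+* at P21. Under quantile normalization, the median log2 ratio was, over genes lower in both homozygotes −2.15 (−2.16) in *E168d2/d2* at P10, over genes lower with age in WT −1.27 (−1.21) in *E168d2/+* at P21. After quantile normalization, the median log2 ratio was, over genes higher with age in WT 1.42 (1.45) in WT at P21, 1.33 (1.38) in *E168d2neo/+* at P21 and 1.26 (1.34) in *E168d2/+* at P21. Under quantile normalization, camera called cone-enriched genes in *E168d2neo/+* at P10 (0.075, FDR 0.032), phototransduction genes in *R90W/+* at P10 (−0.0495, FDR 0.0365). After quantile normalization, the exact ordered p was 0.0946 over genes lower with age in WT and 0.0208 over genes higher with age in WT. The share of lower genes in *R90W/+* at P10 went from 66.7% to 53.1%.

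With all groups of an age in a single fit, the number of genes was, for genes lower than WT in *R90W/+* at P21 16 (26), genes higher than WT in *R90W/+* at P21 0 (8), genes lower in all 3 heterozygotes at P21 8 (18), genes lower in *R90W/+* at both P10 and P21 3 (5) and genes lower in *E168d2/+* than in *E168d2neo/+* at P10 563 (62). In the single fit, the number of genes was, for genes higher in *E168d2/+* than in *E168d2neo/+* at P10 630 (40), genes of lower ratio at P21 in *R90W/+* 67 (147), genes of lower ratio at P21 in *E168d2neo/+* 117 (312), genes of higher ratio at P21 in *E168d2neo/+* 212 (445) and genes of lower ratio at P21 in *E168d2/+* 241 (154). With all groups of an age in a single fit, the number of genes was, for genes of higher ratio at P21 in *E168d2/+* 545 (289). In the single fit, camera called cone-enriched genes in *E168d2neo/+* at P10 (0.082, FDR 0.0464) and no longer called visual cycle genes in *E168d2neo/+* at P21 (−0.091, FDR 0.1). That fit estimates a variance from all groups, which by construction moves calls in groups whose libraries differ more, or less, than the rest. Without a variance trend, the number of genes was, for genes higher than WT in *R90W/+* at P21 3 (8), genes higher in all 3 heterozygotes at P10 1 (2), genes lower in *E168d2/+* than in *E168d2neo/+* at P10 39 (62), genes of lower ratio at P21 in *R90W/+* 84 (147) and genes of higher ratio at P21 in *R90W/+* 37 (62). When the trend was left out, the number of genes was, for genes of lower ratio at P21 in *E168d2/+* 101 (154) and genes of higher ratio at P21 in *E168d2/+* 187 (289). Without a variance trend, cone-enriched genes among genes lower in *R90W/+* at P21 were 12.5% (FDR 0.0457).

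With the replicate letter as a block, the number of genes was, for genes higher than WT in *R90W/+* at P21 13 (8), genes higher in all 3 heterozygotes at P21 1 (0), genes higher in *R90W/+* at both P10 and P21 2 (0), genes lower in *E168d2/+* than in *E168d2neo/+* at P10 297 (62) and genes higher in *E168d2/+* than in *E168d2neo/+* at P10 305 (40). In the replicate block, camera called cone-enriched genes in *E168d2neo/+* at P10 (0.082, FDR 0.0373), phototransduction genes in *R90W/+* at P10 (−0.075, FDR 0.0269). In the replicate block rod-enriched genes among genes higher in *R90W/+* at P21 15.4% (FDR 0.0402), cone-enriched genes among genes lower in *R90W/+* at P21 12.1% (FDR 0.0221). The letters are not known to pair the libraries: of 21 pairs of groups, 14 had a positive mean correlation between libraries of the same letter across genes, 5 a mean above 0.1 and 1 a correlation above 0.1 for each letter, with means from −0.263 to 0.204. The fit with a block treats the letters as pairs and was not used for any result.

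By camera with the correlation estimated, visual cycle genes were no longer called in *E168d2/d2* at P10 (−1.02, FDR 0.0685), *R90W/W* at P10 (−0.42, FDR 0.116), *E168d2/+* at P10 (−0.44, FDR 0.277), *E168d2neo/+* at P10 (−0.38, FDR 0.167), *E168d2/+* at P21 (−0.39, FDR 0.29) and *E168d2neo/+* at P21 (−0.091, FDR 0.206). That test left cone-enriched genes uncalled in *R90W/W* at P10 (0.18, FDR 0.0685). Estimating the correlation, it left rod-enriched genes uncalled in *E168d2/+* at P10 (−0.33, FDR 0.184), *E168d2neo/+* at P10 (−0.26, FDR 0.0685), *R90W/+* at P10 (−0.046, FDR 0.54), *E168d2/+* at P21 (−0.38, FDR 0.14) and *R90W/+* at P21 (−0.13, FDR 0.167). It also left phototransduction genes uncalled in *E168d2/+* at P10 (−1.17, FDR 0.116), *E168d2/+* at P21 (−1.08, FDR 0.196) and *R90W/+* at P21 (−0.12, FDR 0.306). The call of non-photoreceptor genes was lost in *R90W/+* at P10 (0.066, FDR 0.144). With 3 libraries in a group that correlation is poorly known. Under fry, cone-enriched genes in *E168d2/+* at P21 (0.064, FDR 0.035) and bipolar genes in *E168d2/d2* at P10 (0.01004, FDR 0.0257) were called higher, against the direction of camera. Fry also called non-photoreceptor genes in *R90W/W* (0.12, FDR 0.00619) and cone-enriched genes in *E168d2/+* at P10 (0.0696, FDR 0.0398), and it did not call rod-enriched genes in *R90W/+* at P10 (−0.046, FDR 0.112) or phototransduction genes in *R90W/+* at P21 (−0.12, FDR 0.0613).

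Genes changing with age in WT numbered 315 falling and 369 rising with 5 CPM required in all libraries of both ages, and 319 and 385 among genes tested in all 8 comparisons with WT (491 and 587 in the chosen setting), since fewer genes were tested. On CPM without logarithms, component 1 at P21 held 60.5% of the variance (40.3%).

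Leaving out each library in turn gave the ranges that follow, with the library left out in brackets. Counts went, for genes higher in all 3 heterozygotes at P10 1 (WT P10 B) to 6 (*R90W/+* P10 B), genes higher in all 3 heterozygotes at P21 0 (WT P21 A) to 2 (*R90W/+* P21 B) and genes higher in *E168d2/+* than in *E168d2neo/+* at P10 2 (*E168d2neo/+* P10 C) to 133 (*E168d2/+* P10 C). They went, for genes higher in *E168d2neo/+* at both P10 and P21 2 (WT P10 B) to 5 (WT P10 A), genes higher in *R90W/+* at both P10 and P21 0 (WT P10 A) to 3 (*R90W/+* P10 A) and genes higher in *R90W/+* at P10 and in a homozygote 6 (WT P10 C) to 15 (*R90W/+* P10 A). The ranges were, for genes higher than WT in *R90W/+* at P10 6 (WT P10 C) to 20 (*R90W/+* P10 A), genes higher than WT in *R90W/+* at P21 0 (WT P21 B) to 39 (*R90W/+* P21 B) and genes lower in all 3 heterozygotes at P21 6 (WT P21 C) to 20 (*R90W/+* P21 A). Further ranges were, for genes lower in both *E168d2/+* and *E168d2neo/+* at P21 22 (WT P21 C) to 63 (*E168d2neo/+* P21 A), genes lower in *E168d2/+* at both P10 and P21 34 (*E168d2/+* P21 C) to 86 (*E168d2/+* P21 B) and genes lower in *E168d2/+* than in *E168d2neo/+* at P10 14 (*E168d2neo/+* P10 C) to 112 (*E168d2/+* P10 C). Others were, for genes lower than WT in *E168d2/+* at P21 64 (*E168d2/+* P21 C) to 188 (*E168d2/+* P21 B), genes of higher ratio at P21 in *E168d2/+* 103 (WT P21 B) to 608 (*E168d2/+* P21 B) and genes of higher ratio at P21 in *E168d2neo/+* 241 (*E168d2neo/+* P21 A) to 583 (*E168d2neo/+* P21 C). Counts were, for genes of higher ratio at P21 in *R90W/+* 23 (WT P10 B) to 115 (*R90W/+* P21 B), genes of lower ratio at P21 in *E168d2/+* 53 (*E168d2/+* P10 B) to 384 (*E168d2/+* P10 C) and genes of lower ratio at P21 in *E168d2neo/+* 167 (WT P10 B) to 341 (*E168d2neo/+* P10 B). More were, for genes of lower ratio at P21 in *R90W/+* 58 (WT P10 C) to 300 (*R90W/+* P10 A).

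In group 1 of Fig. 5 the median log2 ratio went from −0.72 (WT P21 A) to −0.64 (*E168d2neo/+* P21 C) in *E168d2neo/+* at P21. In group 2 of Fig. 5 the median log2 ratio went from −0.17 (*R90W/+* P10 C) to −0.12 (*R90W/+* P10 A) in *R90W/+* at P10, −0.17 (*R90W/+* P21 B) to −0.14 (WT P21 C) in *R90W/+* at P21 and −0.70 (WT P10 C) to −0.68 (*R90W/W* P10 A) in *R90W/W* at P10. In group 3 of Fig. 5 the median log2 ratio went from −0.044 (*E168d2/+* P21 A) to 0.049 (WT P21 B) in *E168d2/+* at P21, −0.00013 (WT P21 A) to 0.049 (*E168d2neo/+* P21 C) in *E168d2neo/+* at P21, −0.038 (WT P21 C) to −0.0029 (WT P21 B) in *R90W/+* at P21 and 0.56 (WT P10 B) to 0.64 (*R90W/W* P10 A) in *R90W/W* at P10. In group 6 of Fig. 5 the median log2 ratio went from 0.039 (WT P21 C) to 0.081 (WT P21 A) in *R90W/+* at P21 and 0.80 (WT P10 C) to 0.87 (*R90W/W* P10 A) in *R90W/W* at P10. Medians ranged over genes higher with age in WT 1.44 (WT P21 B) to 1.47 (WT P10 B) in WT at P21 and over genes higher in any heterozygote 0.12 (WT P21 C) to 0.60 (*R90W/+* P21 B) in *R90W/+* at P21. They ranged over genes higher in *R90W/W* 0.37 (*R90W/+* P10 A) to 0.48 (WT P10 A) in *R90W/+* at P10 and over genes lower in any heterozygote −1.11 (*E168d2/+* P10 C) to −1.02 (*E168d2/+* P10 A) in *E168d2neo/+* at P10. Medians ranged over genes lower in any heterozygote −1.15 (*E168d2/+* P21 C) to −0.80 (*E168d2/+* P21 B) in *E168d2neo/+* at P21 and over genes lower in any heterozygote −0.59 (WT P21 B) to −0.41 (*E168d2/+* P21 B) in *R90W/+* at P21. They ranged over genes lower in both homozygotes −2.18 (WT P10 C) to −2.14 (WT P10 B) in *E168d2/d2* at P10 and over genes lower in both homozygotes −1.52 (*E168d2/d2* P10 A) to −1.50 (WT P10 A) in *R90W/W* at P10.

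For cone-enriched genes in *E168d2neo/+* at P10 the median ranged from 0.066 (*E168d2neo/+* P10 B) to 0.087 (*E168d2neo/+* P10 A). For non-photoreceptor genes in *E168d2/+* at P21 the median ranged from −0.035 (*E168d2/+* P21 A) to 0.033 (*E168d2/+* P21 B). For phototransduction genes in *R90W/+* at P10 the median ranged from −0.11 (*R90W/+* P10 B) to 0.075 (*R90W/+* P10 A). For rod-enriched genes in *R90W/+* at P10 the median ranged from −0.064 (*R90W/+* P10 C) to −0.014 (*R90W/+* P10 A). Shares ranged, for cone-enriched genes among genes higher in *R90W/+* at P10 0.00% (WT P10 B) to 37.5% (*R90W/+* P10 C), rod-enriched genes among genes higher in *E168d2neo/+* at P10 2.78% (WT P10 B) to 9.09% (*E168d2neo/+* P10 C) and rod-enriched genes among genes higher in *R90W/+* at P10 0.00% (WT P10 B) to 13.3% (*R90W/+* P10 B); without *R90W/+* P10 C cone-enriched genes were above their share of tested genes, where with all libraries they were below it. The exact ordered p ranged from 0.0143 (*R90W/+* P21 C) to 0.260 (WT P21 C) over genes higher with age in WT and 0.000595 (WT P21 A) to 0.221 (*R90W/+* P21 B) over genes higher in any heterozygote at P21.

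Of 308 results on single genes and cell type lists per setting, the call changed for 0 with pseudocount 1 CPM, 1 with filter of 1 CPM, 2 with no filter, 4 with median log-ratio scaling, 6 with quantile normalization, 8 with all groups in one fit, 3 with no variance trend and 4 with the replicate block. Leaving out single libraries changed 67 of 1848 such results. Of 48 cell type tests, fry changed 11 and camera with the correlation estimated 17. With fry 7 were newly called, 3 lost their call and 1 turned round; with the correlation estimated all 17 lost it. In a single fit all 8 changes were lost calls, as were the 3 without a trend, and with a filter of 1 CPM or none all were new calls. Median log-ratio scaling gave 3 new calls and 1 lost, the replicate block the same, and quantile normalization 1 new and 5 lost. Of the 67 changes on leaving out a library, 56 were lost calls and 11 new ones. Of 192 counts, medians, list tests, shares, p-values of the exact ordered test and measures of the principal components, 190 stayed within the limits of size given at the start and on their side of the threshold with 0.01 CPM added, 184 without a trend, 179 under quantile normalization, 175 without a filter, 173 with 1 CPM added and 167 under median log-ratio scaling. Most of the others changed in size and not in a call: the side of the threshold changed for 0, 1, 4, 1, 0 and 3 results, in that order. At an FDR of 0.5 in the WT age comparison both counts stayed within 1.5 times. Depth limits genes of low level: a log2 ratio of genes such as *Pde6h* or *Rdh8* in *E168d2/d2*, with fewer than 10 reads in a library, depends on the value added before logarithms.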

Differences from the paper's values

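The comparison of the *Otx2* values with other genes and the settings said to be chosen after seeing the values were the tests chosen only after the result was seen.

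The paper gives 27 genes higher than WT in *R90W/+* at P21, and 8 were found here. Of 15 alternatives set before the data were examined, leaving out *R90W/+* P21 replicate B gave 39, within 1.5 times of the paper's number, and the others, from 0 upwards, did not come within it.

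For WT at P21 against P10 the paper gives 678 changed genes, and 1078 were found here. Of 16 alternatives, adding 1 CPM before logarithms gave 942, within 1.5 times; the others gave up to 1151. Limits chosen after seeing the values came closer: 704 genes among those tested in all 8 comparisons with WT, and 684 with 5 CPM in all libraries of both ages.

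The paper states median changes of −1.8 in *E168d2/+* and −1.7 in *E168d2neo/+* for genes lower at P10, and −1.29 and −1.05 in log2 were found here. Under 21 alternatives the values ranged from −1.335 to −1.217 and from −1.115 to −1.016, which differ from the paper's by more than the SD of the libraries if those are in log2. The paper calls them FC and names no logarithm. Read as linear folds, the medians found here are 2.45 and 2.07, and all 21 alternatives, from 2.32 to 2.52 and from 2.02 to 2.17, are within 1.5 times of 1.8 and 1.7.

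In Table S1B the paper gives RNA-seq ratios of *Otx2* to WT at P10 of 0.43 in *E168d2/d2*, 0.83 in *R90W/W* and 0.82 in *E168d2neo/+*, and 1.27, 1.63 and 1.39 were found here. Under 15 alternatives the values ranged from 1.19 to 1.36, 1.59 to 1.69 and 1.34 to 1.44, and none came within the paper's. In the authors' deposited table the ratios of *Otx2* are 1.22, 1.62 and 1.39, and the 5 P10 values printed for *Otx2* equal those of a single gene there, *Crxos1* (0.43, 0.83, 1.01, 0.82 and 0.85).

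Values read from figures were near those found here. In Fig. 2c and d, read by eye, about 170 genes are lower and about 48 higher in both homozygotes (162 and 51 here). Fig. 3d and e, read by eye, have about 71 lower and about 24 higher genes shared by *E168d2/+* and *E168d2neo/+* (71 and 25), and about 11 and about 2 shared by all 3 heterozygotes (11 and 2). Medians in Fig. 3f and g, read by eye, are about −1.2, about −1.1 and about −0.4 for lower genes in *E168d2/+*, *E168d2neo/+* and *R90W/+* (−1.29, −1.05 and −0.34), and about 1.1, about 1.0 and about 0.5 for higher genes (1.16, 1.04 and 0.45).

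The paper states that *R90W/+* samples grouped with WT in the principal component analysis at P10. Here each *R90W/+* library lay apart from the WT libraries, at 13.9 or more from the WT mean against 1.497 for the farthest WT library, though nearer than any other mutant. It relates the P21 differences of heterozygotes from WT to their phenotypes, and here *R90W/+* lay on average farther from WT (30.1, SD 12) than *E168d2neo/+* (26.1, SD 11), with overlapping libraries. Crystallins, high in *R90W/+* replicates A and C and in *E168d2neo/+* replicate C at P21, were not left out. Their part in that order is therefore not known. The first components held less of the variance here, 70.9% at P10 and 68.7% at P21, than the more than 98% the paper states. The paper does not say whether its values were in logarithms or centred by gene, as they were here. Its shares and its grouping of libraries may therefore rest on unlike input, so these differences do not count against them.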

Other observations

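The tests of *Xist* in a WT library, of a lower share of photoreceptor RNA, of the position of *E168d2/+* P21 replicate B, and the splits for gene lists and age differences were chosen only after the result was seen; those of retinal pigment epithelium, clock, sex and chromosome 7 genes and the splits for counts of changed genes were chosen before.

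For each of the 10 comparisons, counts of changed genes were taken over the 10 splits of the 6 libraries into 3 and 3. In *E168d2/d2*, *R90W/W*, *E168d2/+*, *E168d2neo/+* and *R90W/+* at P10, in *E168d2/+*, *E168d2neo/+* and *R90W/+* at P21, in *E168d2/+* against *E168d2neo/+* and in WT at P21 against P10, 1 of 10 splits gave as many genes, the real one. With 10 splits a share below 0.1 is out of reach.

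For gene lists the number of the 10 splits with a list test as strong as the real one is given in the order *E168d2/d2*, *R90W/W*, *E168d2/+*, *E168d2neo/+* and *R90W/+* at P10, then *E168d2/+*, *E168d2neo/+* and *R90W/+* at P21. It was 1, 1, 1, 1, 4, 2, 1 and 2 for rod-enriched genes and 1, 1, 4, 1, 4, 6, 8 and 9 for cone-enriched genes. For phototransduction genes it was 1, 1, 1, 1, 10, 1, 1 and 1, and for visual cycle genes 1, 1, 1, 1, 7, 2, 1 and 4. Non-photoreceptor genes gave 9, 3, 9, 5, 1, 2, 8 and 7. In 21 of these 40 tests the real split alone reached its value.

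Replicate B of *E168d2/+* at P21 lay between WT and the other replicates of its group. Over genes chosen without it, its CPM stood at a median of 54.7% of the way from WT to the mean of replicates A and C (quartiles 46.5% to 61.4%), at 55.3% over fallen and 53.9% over risen genes. The libraries of other groups with at least 40 such genes stood at 93.3% to 103%, apart from *R90W/+* P21 replicate B. That library stood at 1.87% over 42 genes, 95.8% over fallen and 1.09% over risen ones. *R90W/+* at P10 had too few genes. Replicates A and C of *E168d2/+* at P21, measured against means that include B, stood at 133% and 123%. A common share for fallen and risen genes is consistent with RNA of WT retina in the pool. A wrong label on a library of another heterozygote is argued against: over 18 genes lower in all 3 heterozygotes at P21, replicate B stood at 63.7% of the way to *R90W/+* and *E168d2neo/+*, above each other heterozygous library for 16 of them. A milder course of disease in those mice stays open, as no value tests it.

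Between libraries of a group, *Xist* and the Y-linked genes moved in opposite directions: over 30 libraries, as deviations from group means, Pearson r was −0.509 (permutation two-sided p 0.0232) and Spearman −0.441 (p 0.0152), and r was −0.404 without *E168d2/d2* P10 C and WT P21 A. That is the pattern of unequal male and female input to the pools. In *E168d2/d2* at P10, replicate B had 3737 CPM of *Xist* and replicate C had 2.96, and Ddx3y was at 0 in B. The 4 Y-linked genes were at a median of 1.85 times replicate A in replicate C. In *R90W/+* at P10, replicate A had 1.99 times the *Xist* and 0.51 times the Y-linked level of B and C.

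In WT P21 replicate A, *Xist* was at 3.05 CPM, against a mean of 1570 in B and C. A pool of males only is argued against, as the Y-linked genes stood at 1.17 times the other WT libraries. Kdm5c, Kdm6a and Eif2s3x, expressed from both X chromosomes, stood at 0.754 times them, where other P21 libraries ranged from 0.896 to 1.07 of their group. This is consistent with a female without a second X chromosome in the pool; with a single library, other reasons for the loss of *Xist* stay open.

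Genes of retinal pigment epithelium, 15 of 20 listed being in the data, were higher in *E168d2/d2* at P10: all 14 tested, with a median log2 ratio of 0.954, 12 past an FDR of 0.05 with limma and 6 called. *Ttr* measured 103 CPM against 37.8 in WT, and *Rpe65* 10.6 against 2.47. Within groups the genes moved together from library to library, with a mean correlation of 0.659 at P10 (0.0129 on average and at most 0.259 in 1000 random lists of like level; 0.65 without WT) and 0.398 at P21. This is consistent with pigment epithelium carried over in dissection in amounts that differ between libraries. The other P10 mutants were higher as well, by a median of 0.847 in *E168d2neo/+*, 0.58 in *E168d2/+*, 0.486 in *R90W/W* and 0.445 in *R90W/+*, while at P21 the medians were 0.112 in *E168d2/+*, 0.055 in *E168d2neo/+* and −0.174 in *R90W/+*. A lower share of photoreceptor RNA, which would raise other cell types alike, is argued against as the whole cause in *E168d2/d2* and *E168d2neo/+*. In *E168d2neo/+* Müller glia genes had a median of 0.253, vascular genes 0.0268 and non-photoreceptor genes 0.06, and in *E168d2/d2* 0.664, 0.199 and 0.14. In their libraries the pigment epithelium genes exceeded both the vascular and the non-photoreceptor genes by 0.532 or more, against at most 0.351 in a WT library; over Müller glia genes the libraries of *E168d2/d2* overlapped with WT. For *R90W/W*, *E168d2/+* and *R90W/+* this explanation cannot be told apart from others, as the smallest such difference was 0.0725 and their libraries overlapped with WT in that difference or in pigment epithelium genes themselves. In *E168d2/+* both differences exceeded those of the WT libraries, over non-photoreceptor genes by little (0.274 against 0.27), while its lowest library was at 0.258 for pigment epithelium genes and the highest WT library at 0.262. A low level in the WT libraries of P10, which all these comparisons share, stays open, as does a tighter hold of the epithelium on mutant retina.

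Other lists of genes were looked at for *E168d2/d2* at P10, with the number in the data of those listed and the median log2 ratio to WT: Müller glia 10 of 10 (0.664), reactive gliosis 6 of 11 (0.399), vascular 12 of 12 (0.199), blood 5 of 7 (0.889), microglia 7 of 10 (0.474), choroid and sclera 7 of 9 (1.22), ciliary body and iris 7 of 8 (1.26), immediate early 7 of 12 (0.573), heat shock 6 of 7 (0.0454), mitochondrial transcripts 12 of 13 (0.152) and Y-linked genes 4 of 4 (−2.08, set by replicate B).

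Clock genes were among the changed genes of *E168d2/d2* at P10: *Dbp* rose by 1.11 and *Per3* by 1.21 in log2. Genes that peak by day had a median of 0.488 (10 of 11 in the data) and genes that peak by night 0.191 (5 of 5), with *Arntl* at −0.365. Collection at another time of day predicts opposite movement of these lists and the members go both ways, so it cannot be told apart from a change in the retina.

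Near *Crx* on chromosome 7, 13 calls over all comparisons fell within 5 Mb. Over 24 tests of genes near *Crx* against the rest, the smallest Fisher exact two-sided p was 0.139 (adjusted 1). Passenger sequence of the embryonic stem cell strain around the targeted locus cannot be told apart from its absence with so few genes.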
